# Dissecting the autism-associated 16p11.2 locus identifies multiple drivers in neuroanatomical phenotypes and unveils a male-specific role for the major vault protein

**DOI:** 10.1186/s13059-023-03092-8

**Published:** 2023-11-15

**Authors:** Perrine F. Kretz, Christel Wagner, Anna Mikhaleva, Charlotte Montillot, Sylvain Hugel, Ilaria Morella, Meghna Kannan, Marie-Christine Fischer, Maxence Milhau, Ipek Yalcin, Riccardo Brambilla, Mohammed Selloum, Yann Herault, Alexandre Reymond, Stephan C. Collins, Binnaz Yalcin

**Keywords:** Mouse genetic studies, Autism spectrum disorders, Brain anatomy, Major vault protein, Sex differences

## Abstract

**Background:**

Using mouse genetic studies and systematic assessments of brain neuroanatomical phenotypes, we set out to identify which of the 30 genes causes brain defects at the autism-associated 16p11.2 locus.

**Results:**

We show that multiple genes mapping to this region interact to regulate brain anatomy, with female mice exhibiting far fewer brain neuroanatomical phenotypes. In male mice, among the 13 genes associated with neuroanatomical defects (*Mvp*, *Ppp4c*, *Zg16*, *Taok2*, *Slx1b*, *Maz*, *Fam57b*, *Bola2*, *Tbx6*, *Qprt*, *Spn*, *Hirip3*, and *Doc2a*), *Mvp* is the top driver implicated in phenotypes pertaining to brain, cortex, hippocampus, ventricles, and corpus callosum sizes. The major vault protein (MVP), the main component of the vault organelle, is a conserved protein found in eukaryotic cells, yet its function is not understood. Here, we find MVP expression highly specific to the limbic system and show that *Mvp* regulates neuronal morphology, postnatally and specifically in males. We also recapitulate a previously reported genetic interaction and show that *Mvp*^*+/−*^*;Mapk3*^*+/−*^ mice exhibit behavioral deficits, notably decreased anxiety-like traits detected in the elevated plus maze and open field paradigms.

**Conclusions:**

Our study highlights multiple gene drivers in neuroanatomical phenotypes, interacting with each other through complex relationships. It also provides the first evidence for the involvement of the major vault protein in the regulation of brain size and neuroanatomy, specifically in male mice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03092-8.

## Background

Autism spectrum disorders (ASDs) are a group of complex neurodevelopmental diseases characterized by restricted/repetitive behaviors and a deficit in social communication. Affected children usually express autistic behaviors after 24 months of age. ASDs are well known to be sex-biased with two to four males diagnosed for every female (reviewed in [1–4]). There are two main theories for the male predominance in ASDs. The extreme male brain theory, first proposed in 1997 [5], relates to the idea that ASDs could be extreme manifestations of the male brain and male-typical traits [6] that may be leading to a male ascertainment bias [7]. The female protective theory highlights the female’s brain being able to carry higher levels of genetic damage than the male’s brain without getting ASDs [8–11]. Apart from a study on the impact of hormones on human neural stem cells [12], the underlying sex-specific biology remains largely unknown.

The human 16p11.2 locus is susceptible to a 600-kb deletion (OMIM #611913) which is among the most frequent known etiologies of ASDs [13] with a male-female ratio of about two [14]. This 16p11.2 deletion usually arises de novo and partly associates with abnormal brain size and other structural defects including a decreased cortical thickness restricted to male carriers [15, 16]. Several deletion mouse models of the entire 16p11.2 locus also displayed reduced cortical areas [17–19]. One of the main challenges in the field is to decipher which of the 30 protein-coding genes mapping to this region underlies NeuroAnatomical Phenotypes (NAPs) and how they interact with each other leading to ASDs.

To evaluate the contribution of each gene within the 16p11.2 locus, systematic morpholino-mediated knockdown methods in the zebrafish model identified *KCTD13* (potassium channel tetramerization domain containing 13) as a main driver of brain size [20]. However, studies in the mouse model did not confirm this association [21, 22]. Intriguingly, *MVP*, which encodes the 100-kDa major vault protein in the interval, was found to modify NAPs via *cis* genetic epistasis with *KCTD13* [20, 21] and had synergistic effects in combination with *Kctd13 and Mapk3* for craniofacial measurements in mice [23].

Described in 1986 by Leonard H. Rome, the vault is the biggest ribonucleoprotein organelle present in many eukaryotic cells [24], three times the size of a ribosome. MVP is the main constituent of the vault organelle and is sufficient to give the vault its hollow barrel-like shape [25]. Tanaka et al. have resolved the structure of the rat vault at a 3.5-Å resolution as a particle made of 78 identical MVP [26]. MVP is not visible as free monomers at any given time in cells but instead appears only as vault particles [27]. MVP/vault is expressed in the cytoplasm, neurites, and growth cone of rat neurons [28].

Despite its discovery more than 30 years ago, the function of the vault organelle remains largely elusive. In vivo, MVP/vault associated with cortical plasticity in a monocular deprivation mouse model [29]. In vitro, the vault organelle binds to microtubules [30], and MVP interacts with ERK through epidermal growth factor signaling [31, 32] and associates with Aurora-A to enhance synapse formation and activity by the regulation of ERK signaling [33]. Interestingly, MVP has been coimmunoprecipitated and colocalized with steroid hormone receptors in human cancer cells [34, 35] and is involved in cellular trafficking for the modulation of Src-dependent ERK signal transduction induced by sex steroid hormones [31].

Here, we set out to assess, in an unbiased and systematic manner, the neuroanatomical implication of each individual gene of the 16p11.2 interval in males and females using mouse heterozygous mutants to inform the sex-specific genetic architecture of this autism-associated locus.

## Results

### Mouse genetic studies unravel the implications of multiple main drivers underlying neuroanatomical phenotypes at the 16p11.2 locus in a sex-specific manner

To identify which gene(s) regulate(s) mammalian brain architecture at the de novo 16p11.2 deletion locus, we aim to assess the alterations in NeuroAnatomical Phenotypes (named NAPs by us [36]), independently in male and female heterozygous (het) knockout (KO) mice, in the autism-associated B6N Del(7Sult1a1-Spn)6Yah mouse model of the entire 16p11.2 deletion (hereafter named as *Del/+*) as well as individually for each of the 30 protein-coding genes within the interval.

We developed, or acquired through collaborations, 243 adult mutant and 221 colony-matched littermate wild-type (WT) mice, corresponding to the deletion of the entire locus as well as 20 unique gene deletions (highlighted in red in Fig. 1A), each studied with an average of four biological replicates, a number which we previously showed suitable to detect NAPs with effect size superior to 5% [36]. For the remaining 10 genes (in black in Fig. 1A), the germline transmission of the mutation failed despite multiple attempts or no mouse model was available during the course of the study. For one gene of interest (*Kctd13*), multiple allelic strategies were used. To ensure high comparability between the results, mouse mutants assessed in this study were all processed on identical genetic backgrounds (C57BL/6) and at the same age using the same standardized pipelines [37–40]. A detailed description of study samples and allelic constructions is provided in Additional file 2: Table S1 and Additional file 9.

**Fig. 1:**
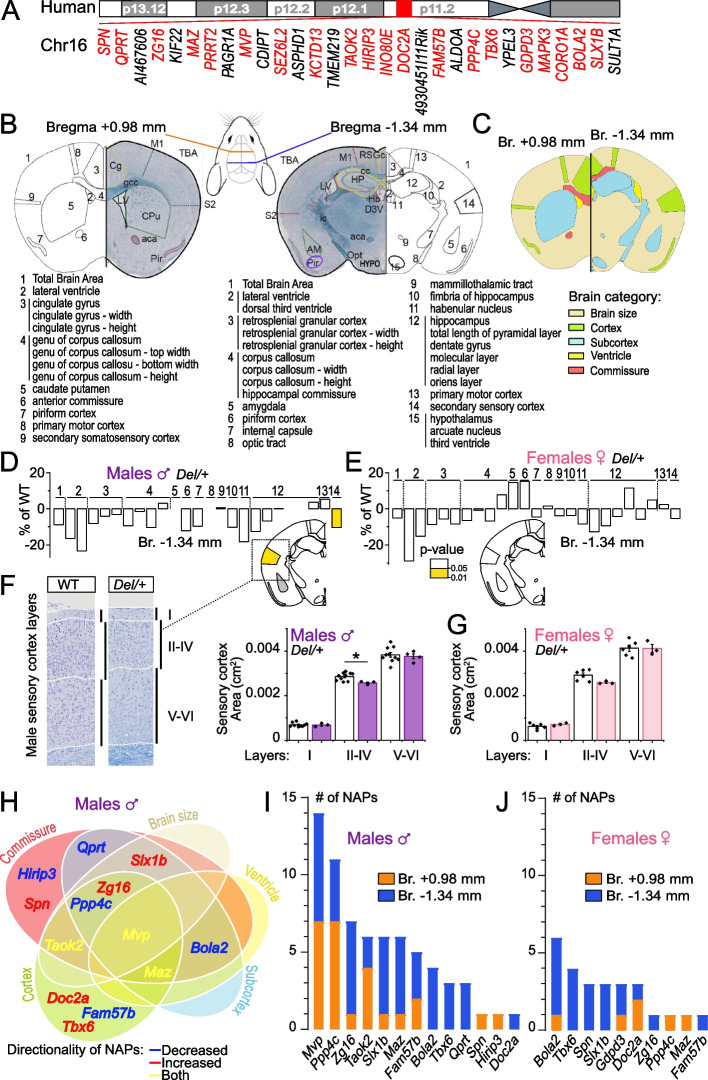
Mouse neuroanatomical studies for the identification of NAP genes at the 16p11.2 autism-associated locus. **A** Schematic representation of the human 16p11.2 region showing gene content and order with genes that underwent mouse neuroanatomical studies in red. **B** At bregma + 0.98 mm and bregma − 1.34 mm, 22 and 45 parameters were measured, respectively. **C** These 67 parameters (listed in Additional file 2: Table S2) are grouped into five categories (brain size, ventricle, cortex, commissure, and subcortex) on the two coronal sections. **D** Bar plots of the percentage change of male *Del/+* relative to male WT mice for each of the parameters measured. The colored region indicates the presence of a significant parameter at the 0.05 level. White indicates a *p*-value > 0.05. **E** Bar plots of percentage change of female *Del/+* relative to female WT. **F** Left: representative brain image stained with Nissl-luxol of adult male WT and *Del/+* mice showing the cortical layers of the somatosensory cortex at bregma − 1.34 mm. Right: histograms showing the thickness of the upper and lower layers of the somatosensory cortex in male *Del/+* mice. **G** Histograms showing the thickness of the upper and lower layers of the cortex in female *Del/+* mice. **H** Venn diagram illustrating NeuroAnatomical Phenotype (NAP) genes (genes whose mutations yield neuroanatomical phenotypes) in male mice positioned in each category. Phenotypic directionality is color-coded. Blue corresponds to a reduction in the size of the brain regions affected, red to increase, and yellow occurring of both. **I**, **J** Bar plots showing the number of NAPs per section (bregma + 0.98 mm in orange and bregma − 1.34 mm in blue) for each gene assessed for male (**I**) and female (**J**), respectively. Genes are listed on the *x*-axis and sorted according to the number of NAPs

Using a highly robust approach for the assessment of 67 coronal neuroanatomical parameters per brain sample (Fig. 1B and Additional file 1: Fig. S1), described in detail elsewhere [38], we systematically quantified the same two coronal brain sections at bregma + 0.98 mm and bregma − 1.34 mm and collected neuroanatomical measurements blind to the genotype (Additional file 3: Table S7). These parameters were grouped into five main categories: brain size, commissure, ventricle, cortex, and subcortex (Fig. 1C and Additional file 2: Table S2). After multiple quality control steps and critical evaluation of each phenotype, gene association was carried out within our internal database using a standardized statistical pipeline (Additional file 9). Heat maps of the assessed genes comprising percentage change relative to WTs and *p*-value are provided in Additional file 1: Fig. S2 for males, Additional file 1: Fig. S3 for females, and Additional file 4: Table S8.

Overall, the neuroanatomical profile associated with the male *Del/+* mice indicated a decreased size of the majority of regions assessed, but only the somatosensory cortex reached a significance level and was reduced in size by 10% (*p* < 0.05) (Fig. 1D). We asked whether alterations in specific cortical layers may contribute to this phenotype and found that it stemmed from the upper II–IV cortical layers that were thinner by 10% (*p* < 0.0091) (Fig. 1F). We did not detect any significant NeuroAnatomical Phenotypes in the female *Del/+* mice (Fig. 1E, G).

At the single-gene level, we identified 13 genes associated with NAPs (hereafter named NAP genes), when using a relaxed significance threshold of 0.05, associated with defects in commissure (ten genes), cortex (eight genes), subcortical structures (seven genes), brain size (five genes), and ventricle (three genes) in males (Fig. 1H). Eight genes (*Bola2*, *Qprt*, *Maz*, *Mvp*, *Ppp4c*, *Slx1b*, *Taok2*, and *Zg16*) gave significant results affecting two or more categories. *Mvp* was the only gene affecting all five main categories. The remaining five genes (*Doc2a*, *Fam57b*, *Hirip3*, *Spn*, and *Tbx6*) presented specific phenotypes in one brain category. In the 13 NAP genes, 38.5% decreased the size of the affected brain structures, while 38.5% increased their sizes, and 23% had bidirectional effects (genes in blue, red, and yellow, respectively, in Fig. 1H). When using a stringent significance threshold of 0.0001 to account for multiple comparisons, *Mvp* and *Tbx6* remained significant NAP genes.

Figure 1I shows the number of NAPs for each of the 21 individually deleted alleles in males. While *Mvp* still stood out as the strongest candidate gene based on the number of affected parameters (*n* = 14; all decreased in size except the lateral ventricles that were enlarged in size when compared to littermate WT mice), *Ppp4c* showed ten NAPs all decreased in size, *Zg16* implicated seven NAPs all increased in size, and *Taok2* showed six NAPs with three increased and three decreased in size. A heat map is provided in Additional file 1: Fig. S2, and neuroanatomical phenotypes are described in detail for each gene in Additional file 10.

Next, sex differences were assessed to determine the impact of each mutation on the female brain. Overall, female mice displayed a reduced number of NAP genes (10 as opposed to 13 in males), and for each of the nine genes in common between males and females, there were less affected brain parameters in females (Fig. 1J). Directionality of the phenotypes was consistent between sexes, but NAPs were significantly different with an excess of parameters at bregma − 1.34 mm for females (*p* = 0.00006, Fisher test) (Fig. 1I, J). *Gdpd3* was a female-only NAP gene, *Bola2* showed more severe anomalies in females, and *Mvp* showed no anomalies in females (Additional file 1: Fig. S4A). Female NAPs are described for each gene in detail in Additional file 1: Fig. S3 and Additional file 10.

Four genes (*Coro1a*, *Ino80e*, *Mapk3*, and *Kctd13*) were categorized as non-NAP, both in males and females. Considering the discrepancies in the literature [20–22], heterozygous *Kctd13*^*+/−*^ mice were assessed twice using two independent allelic constructions, which gave identical results with no NAPs (Additional file 9). We also studied the homozygous (hom) *Kctd13*^*−/−*^ mice and found a reduction in the size of the hippocampus by 10% (*p* = 0.015) for males (Additional file 1: Fig. S2 and Additional file 1: Fig. S4C-D) and 6% (*p* = 0.014) for females (Additional file 1: Fig. S3). This reinforces the existing link between *Kctd13* and hippocampal biology [21, 22].

To summarize, our systematic neuroanatomical screen demonstrates the implication of multiple main genes that drive NAPs at the 16p11.2 locus with the major vault protein, *Mvp*, gene being one of the top drivers. Our work also highlights the profound sex differences with NAPs being more prominent in males.

### The major vault protein is expressed in the limbic system in both sexes

Focusing on *Mvp*, the one gene that gave the most widespread NAPs across multiple brain categories in males (no NAPs in females), we thought to establish its expression distribution independently in male and female WT mouse brains to determine whether *Mvp* sex-specific NAPs are correlated to sex-specific changes in MVP expression levels.

MVP transcripts, assessed at several developmental stages from embryonic day 16.5 (E16.5) to 30 weeks of age, were constant between males and females with a postnatal peak in line with an existing resource of expression profiles across multiple organs and developmental stages, which additionally revealed no expression of *Mvp* expression before E16.5 [41]. Expression was higher in peripheral tissues and the cerebellum than in the cortex and the hippocampus, both in males and females (Fig. 2A, B and Additional file 1: Fig. S5A-C).

**Fig. 2:**
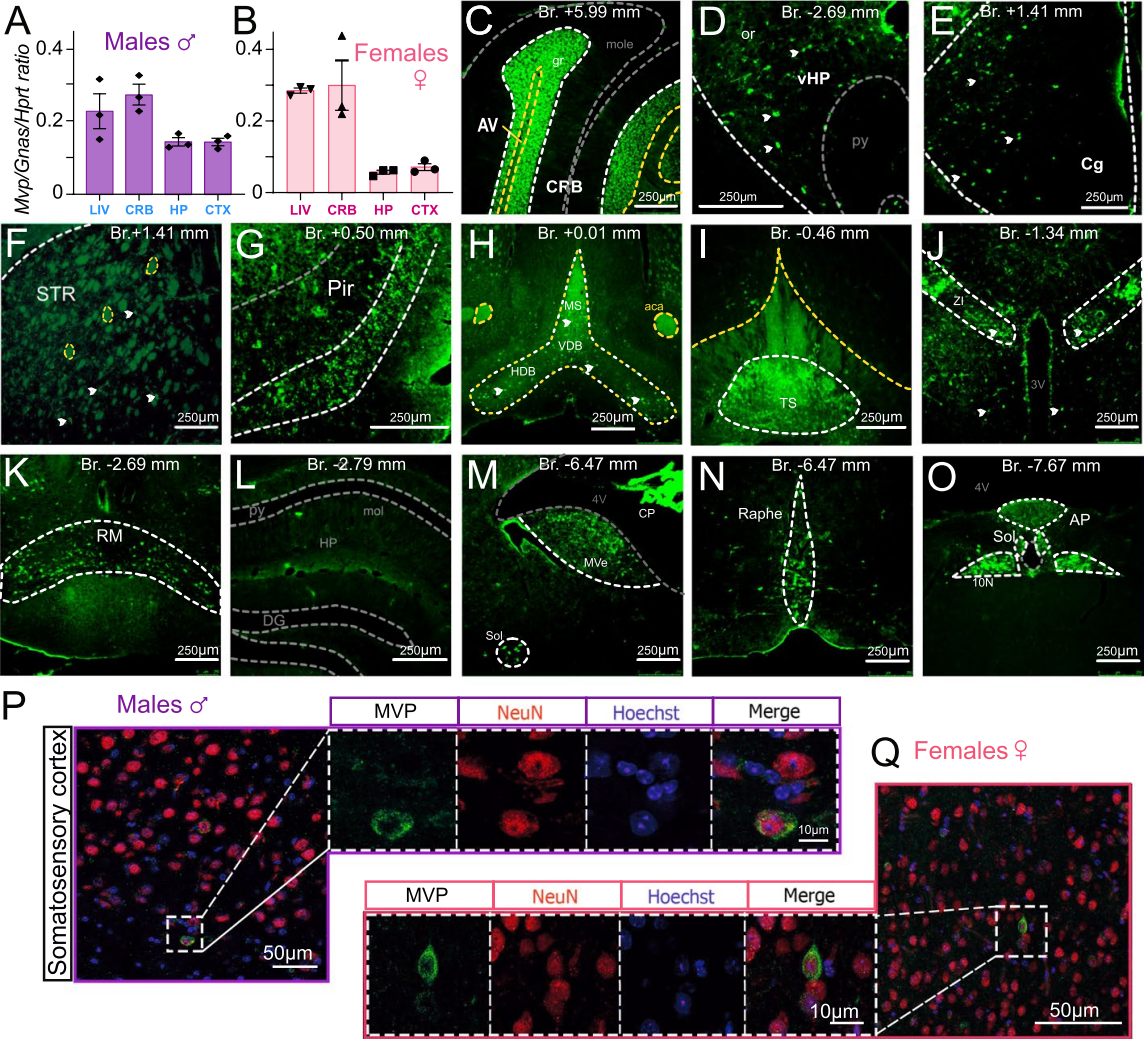
MVP expression is highly specific to the limbic system. **A**, **B** *Mvp* qRT-PCR expression in the liver (LIV), cerebellum (CRB), hippocampus (HP), and cortex (CTX), in male (**A**) and female (**B**) WT mice. Normalization was done using the *Gnas*/*Hprt* ratio. Plots are shown as mean ± SEM. Immunofluorescence of MVP (green) in CRB (**C**), ventral HP (**D**), and deep layers of the cingulate gyrus (Cg) (**E**). Arrowheads point to MVP-positive cells. AV, arbor vitae; gr/mole, granular/molecular layer of CRB; or/py, oriens/pyramidal layer of HP. **F**–**O** Selection of MVP immuno-histo-fluorescence (IHF) images on the coronal brain sections, each of 30 µm in thickness, performed throughout the entire brain from bregma + 1.41 mm to bregma − 7.67 mm. MVP presence was revealed using an anti-vault antibody (N2-B15) and secondary antibodies fused to Alexa488 fluorochrome (green). Dashed lines delineate regions with MVP-positive cells (white), MVP-positive tract (yellow), and MVP-negative cells (gray). It is noteworthy to mention that the experiment was repeated on a new set of brain samples on sagittal orientation, ranging from lateral + 0.24 mm to lateral + 0.84mm. Quantitative analysis both on the coronal and sagittal sections was done, and MVP expression was scored as mild (+), moderate (++), or strong (+++) across all the positive brain regions. The complete analysis is available in Additional file 2: Tables S3-S4. Pir, piriform cortex; MS, medial septum; DBB, diagonal band of Broca; TS, triangular septal nucleus; ZI, zona incerta; RM, retromammillary nucleus; py/mol, pyramidal/molecular layer of the hippocampus (HP); DG, dentate gyrus of the hippocampus; 4V, fourth ventricle; CP, choroid plexus; MVe, medial vestibular nucleus; Sol, solitary nucleus; AP, area postrema; 10N, vagus nucleus; Raphe, raphe magnus nucleus. **P**, **Q** IHF of MVP, NeuN neurons, and Hoechst on the brain sections from male (**P**) and female (**Q**) WT mice. The dashed square delineates the region presented at a higher magnification on individual channels for MVP, NeuN, and Hoechst, and merge of the three. In all structures, the MVP signal came from the cytoplasm

The neuroanatomical spatial distribution of the major vault protein was then quantified by immunofluorescence using an anti-vault antibody, throughout four entire adult brains on consecutive histological sections by systematically counting the number of MVP/vault-positive cells and scoring as mild (+), moderate (++), or strong (+++). A total of 36 brain regions showed a positive signal (Additional file 2: Table S3) with equal scores between the sexes summarized in Additional file 2: Table S4. More specifically, MVP/vault signal was refined to the granular layer and the arbor vitae of the cerebellum (Fig. 2C), the oriens layer of the CA3 region of the ventral hippocampus (Fig. 2D), and the deep layers of the cingulate gyrus (Fig. 2E). Interestingly, we noticed MVP/vault signal pertained to specific nuclei of the limbic system (Fig. 2F–O), for example, the triangular septal nucleus (Fig. 2I), the zona incerta (Fig. 2J), the solitary nucleus (Fig. 2M), the vagal nucleus (Fig. 2O), the paraventricular hypothalamic nuclei, and the dorsal medial thalamic nucleus (Additional file 2: Table S4). At the subcellular level, MVP/vault signal was limited to the cytoplasm of neurons both in males and females (Fig. 2P, Q and Additional file 1: Fig. S5D-F). It was noteworthy that the patterns observed were consistent across sectioning planes (coronal and sagittal) and replicates.

To sum up, our data show no apparent sex differences in the pattern of MVP/vault expression that could explain the sex differences in NAPs. We cannot however exclude possible sex differences in the levels of MVP expression in other cell types of the brain that will require further investigations.

### The major vault protein is implicated in the regulation of brain size and neuronal morphology in males only

The MVP mouse model used in this study was validated as loss-of-function (LoF) of *Mvp*, assessed at the transcript and protein levels (Fig. 3A, B, Additional file 1: Fig. S6A-D and Additional file 9). We also verified that the expression of neighboring genes was unaffected (Additional file 1: Fig. S6E). Among 617 successfully genotyped animals, we observed normal Mendelian ratio inheritance, indicating that the loss of *Mvp* has no effect on survival (Fig. 3C and Additional file 1: Fig. S6F).

**Fig. 3:**
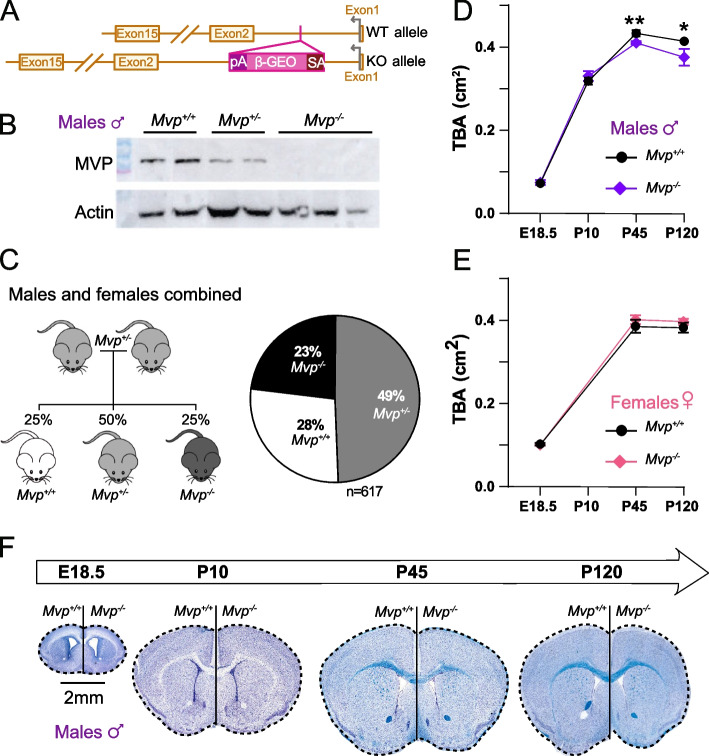
Validation and phenotyping of *Mvp*-deficient mice. **A** Schematic representation of *Mvp* knockout model construction. The knockout mutants were obtained by a promoter gene trap design, resulting in the insertion of a β-galactosidase/neomycin phosphotransferase (β-GEO) cassette within the first intron of the *Mvp* gene. The polyA-tail (pA) serves to end the transcription and thus discard the transcription of *Mvp* gene. **B** Validation of *Mvp* knockout at the protein level using Western blot (WB) from liver extracts of *Mvp*^*+/+*^ (*n* = 2), *Mvp*^*+/−*^ (*n* = 2), and *Mvp*^*−/−*^ (*n* = 3) mice. Actin was used as a loading control for normalization. For quantification, see Additional file 1: Fig. S6D. **C** Viability screen of *Mvp* knockout mice. Left: schematic representation of heterozygous-by-heterozygous breeding scheme, with expected Mendelian ratio of segregation of the offspring. Right: graph represents the ratio of each genotype of successfully genotyped mice obtained from heterozygous-by-heterozygous breeding (*n* = 617). **D**, **E** Graph showing the total brain area (1_TBA) measured at four time points, embryonic age 18.5 (E18.5), postnatal day 10 (P10), P45, and P120, in male (**D**) and female (**E**) *Mvp*^*−/−*^ mice (*n* = 5–7 in each group). **F** Half images of the coronal brain sections stained with Nissl-luxol at the four time points from male *Mvp*^*+/+*^ and *Mvp*^*−/−*^ mice. Plots are shown as mean ± SEM. Two-tailed Student *t* test equal variance (**D**, **E**). *p < 0.05, **p < 0.01

We studied the dynamics of brain size across four time points: embryonic day 18.5 (E18.5), postnatal day 10 (P10), P45, and P120, using our systematic and standardized procedures [37–40]. At E18.5 and P10, the total brain area measurement in male *Mvp*^*−/−*^ mice was normal but smaller at P45 (− 7%, *p* = 0.0061) and P120 (− 9%, *p* = 0.046), suggesting that the microcephaly is acquired between P10 and P45 (Fig. 3D, F). Interestingly, a recent study found that the protein level of MVP became higher at P35 [33], which could explain why the microcephaly phenotype became visible after this point at P45 in our study. Female *Mvp*^*−/−*^ brain size was normal across the time points assessed (Fig. 3E). In addition to the total brain area, we quantified 40 other parameters at E18.5 (Additional file 2: Table S5) and did not find any phenotypes at this stage in both sexes.

At P120, het male *Mvp*^*+/−*^ mice showed the same reduction in total brain size (− 9%, *p* = 0.016) when compared to hom male *Mvp*^*−/−*^ mice (− 9%, *p* = 0.046) (Fig. 4A, B). Consistently, both *Mvp*^*+/−*^ and *Mvp*^*−/−*^ male mice showed small brain nuclei associated to the limbic system such as the cingulate gyrus (*Mvp*^*+/−*^: − 13%, *p* = 0.0016; *Mvp*^*−/−*^: − 8%, *p* = 0.007), the somatosensory cortex (*Mvp*^*+/−*^: − 12%, *p* = 0.0025; *Mvp*^*−/−*^: − 12%, *p* = 0.0016), and the hippocampus (*Mvp*^*+/−*^: − 20%, *p* = 0.023; *Mvp*^*−/−*^: − 24%, *p* = 0.038). In female *Mvp*^*−/−*^ mice, no change was detected at any given time (Additional file 1: Fig. S7A). The number and effect size of NAPs being similar between male *Mvp*^*−/−*^ and *Mvp*^*+/−*^ mice (Fig. 4A, B: 17 NAPs versus 14, respectively), we performed subsequent studies specifically comparing *Mvp*^*−/−*^ to Mvp^*+/+*^. NAPs in male *Mvp*^*−/−*^ mice were also confirmed on sagittal planes using a previously described procedure [37] with 15 parameters significantly smaller in size at P120 including the cingulate gyrus (− 25%, *p* = 0.000065), the hippocampus (− 24%, *p* = 0.0069), the corpus callosum (− 26%, *p* = 0.000013), and the thalamus (− 24%, *p* = 0.00033) (Fig. 4E).

**Fig. 4:**
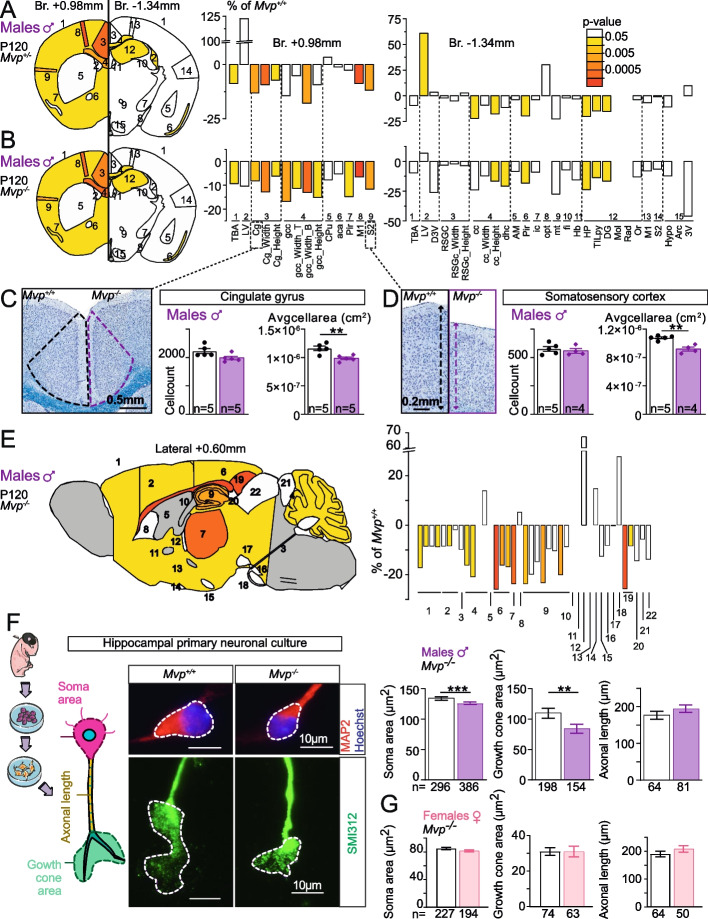
Involvement of the major vault protein in male-specific neuroanatomical phenotypes. **A**, **B** Left: schematic representation of the 24 brain regions assessed at bregma + 0.98 mm and − 1.34 mm in male *Mvp*^*+/−*^ (**A**) and male *Mvp*^*−/−*^ (**B**) mice at P120. Colored regions indicate the presence of at least one significant parameter within the brain region at the 0.05 level. White indicates a *p*-value > 0.05, and gray shows not enough data to calculate a *p*-value. Right: histograms of percentage change relative to *Mvp*^*+/+*^ for each of the 42 parameters (see Additional file 2: Table S2). **C**, **D** Left: coronal sections of Cg (**C**) and somatosensory cortex S2 (**D**) from *Mvp*^*+/+*^ and *Mvp*^*−/−*^ at P120. Right: cell count and average cell area measures within Cg and S2. **E** Left: schematic representation of the 22 brain regions quantified at lateral + 0.60 mm on the parasagittal section from *Mvp*^*+/+*^ and *Mvp*^*−/−*^. Colored regions indicate the presence of at least one significant parameter within the brain region at the 0.05 level. White indicates a *p*-value > 0.05, and gray shows not enough data to calculate a *p*-value. Right: histograms of percentage change relative to *Mvp*^*+/+*^ (set as 0) for each of the measured parameters (listed in Additional file 2: Table S6). **F** Left: schematic representation of a hippocampal neuron in culture and the different measures taken. Middle: neurons stained with MAP2 (red) and SMI312 (green). Right: graphs showing measures of soma area, growth cone area, and axonal length from hippocampal neurons derived from multiple male *Mvp*^*+/+*^ and *Mvp*^*−/−*^ embryos. **G** Graphs showing measures of soma area, growth cone area, and axonal length from hippocampal neurons derived from multiple female *Mvp*^*+/+*^ and *Mvp*^*−/−*^ embryos (*n* > 3 embryos per group, Additional file 5: Table S9). Plots are shown as mean ± SEM (except for **A**, **B**, and **E**). Two-tailed Student *t* test equal variance (**C**, **D**, **F**, and **G**). *p < 0.05, **p < 0.01, ***p < 0.001

To investigate whether neuronal morphology may contribute to brain size phenotype in male *Mvp*^*−/−*^ mice, we took advantage of the high resolution of our approach and developed a suite of automated tools to count the number of cells and calculate the average cell size within each brain region (Additional file 9). No significant change was detected in the number of cells in male *Mvp*^*−/−*^ mice; however, cells were significantly smaller in size in all affected brain regions including the cingulate gyrus (− 15%, *p* = 0.0053) (Fig. 4C) and somatosensory cortex (− 15%, *p* = 0.001) (Fig. 4D). Cell size was normal in unaffected brain region such as the retrosplenial cortex (Additional file 1: Fig. S8F). The same set of studies were conducted in female *Mvp*^*−/−*^ mice, but no defects in cell count and size were found (Additional file 1: Fig. S7B-D). To further characterize the cellular phenotype, we conducted hippocampal neuronal cultures, independently in males and females (Fig. 4F, Additional file 9 and Additional file 5: Table S9). Consistently, neurons derived from male *Mvp*^*−/−*^ mice showed a reduction of the soma size by 6% (*p* = 0.0003). The growth cones were smaller by 23% (*p* = 0.0081), and no differences were detected for the axonal length (Fig. 4F). Neurons derived from female *Mvp*^*−/−*^ showed no cell morphological defects (Fig. 4G).

Finally, to test if the anatomical changes relate to neural connectivity defects in male *Mvp*^*−/−*^ mice, we measured miniature excitatory postsynaptic currents (mEPSCs) in pyramidal neurons of the anterior cingulate gyrus (Additional file 9). The mEPSC amplitude was smaller (*p* = 0.023) (Additional file 1: Fig. S9A), and the density of postsynaptic dendritic spines was reduced (− 5%, *p* = 0.02) (Additional file 1: Fig. S9D), indicating functional and morphological changes in synaptic connections. Neuronal ultrastructure was examined, but no anomalies were seen in the cingulate gyrus (Additional file 1: Fig. S9E-F). 

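Bulk RNA sequencing of the cingulate gyrus compared 4 samples from male *Mvp*+/+ mice (WT) with 4 from male *Mvp*-/- mice (Mvp KO), whose sample labels name the tissue cingulate cortex. Stranded libraries of polyadenylated RNA were made from 200 ng of total RNA with 12 cycles of PCR and were read as single ends of 50 bases. The authors trimmed adapters, polyA and bases with a Phred score below 20, discarded reads shorter than 40 bases and reads from ribosomal RNA or spike-ins, and mapped the rest onto the mm10 assembly with STAR. They then counted reads on each gene of Ensembl release 91 with htseq-count and deposited these counts without normalization. The deposited table lists 53379 genes, and 22566 of them have 0 counts in every sample. The total count per sample was 33408202, 42854368, 34684267 and 34760784 in WT replicates 1 to 4, and 38173486, 35326864, 38258532 and 28456504 in Mvp KO replicates 1 to 4. These totals did not differ between the genotypes (exact permutation test, two-sided, p = 0.686, n = 4 per genotype). In its default mode htseq-count leaves out reads that overlap more than 1 gene, and the paper's text names neither the mode nor the strand setting, so overlapping genes can be undercounted. The age of these mice and the threshold used for differential expression are not named in the paper's text either.

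From the deposited counts, the 16914 genes kept by edgeR's filterByExpr were scaled with TMM factors and compared between the genotypes with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and no covariate. Values per gene are given as CPM, the counts scaled to a common library size with the TMM factors. The common biological coefficient of variation between samples of a genotype was 18.3%. DESeq2's Wald test, the tool that the paper names, was run as an alternative, as were other filters, normalizations and covariates. WT replicate 4 lay far from the other 7 samples on the first principal component of log2 CPM and was kept.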

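*Mvp* (ENSMUSG00000030681) lies on the minus strand of chromosome 7 of GRCm38 (mm10), from 126986860 to 127014621. Its normalized expression was 6.83 ± 1.00 CPM (SD, n = 4) in WT and 1.63 ± 0.334 CPM (SD, n = 4) in Mvp KO, a log2 fold change of -2.06 (standard error 0.186, adjusted p = 0.0162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each WT sample had more *Mvp* than each Mvp KO sample (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 samples allow). Between 173 and 309 reads were counted on *Mvp* in the WT samples and between 43 and 81 in the Mvp KO samples, so that 23.9% of the WT level remained in the counts. The table gives 1 count per gene, and the exons that these reads came from cannot be read from it. With each sample left out in turn, the log2 fold change of *Mvp* stayed between -2.22 and -1.99, and its adjusted p rose above 0.05 in 6 of the 8 fits, with a highest value of 0.147 from the same test. DESeq2's Wald test gave *Mvp* an adjusted p of 7.99e-22 with all samples. It called *Mvp* in each of the 8 DESeq2 fits, added later, that left out a sample.

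*Mvp* was the single gene past an adjusted p of 0.05. Apart from it, 0 genes passed, and 263 had an unadjusted p under 0.05, of which 118 were higher and 145 lower in Mvp KO. Chance alone would give 846 such genes among independent tests. The 4 samples of one genotype all lay above the 4 of the other for 257 genes (1.52%), against 2.86% by chance. The count of 1 became 0 with the replicate number as a block or an oligodendrocyte score as a covariate, the latter chosen after seeing the data, and in the 6 fits above in which *Mvp* no longer passed. It became 2 with DESeq2's Wald test, which added the noncoding RNA *Bc1* (log2 fold change -0.42, standard error 0.0837, adjusted p = 0.00603 from that test with Benjamini-Hochberg adjustment). This call on *Bc1* was kept in 2 of the 8 DESeq2 fits that each left out a sample. In the edgeR fit *Bc1* had the smallest p apart from *Mvp*, at 1489 ± 84.2 CPM (SD, n = 4) in WT and 1113 ± 91.1 CPM (SD, n = 4) in Mvp KO, and its adjusted p was 0.969 by the quasi-likelihood test. With limma voom and Benjamini-Hochberg adjustment it was 0.0562, and over the alternatives set before the data were examined it ran from 0.00603 to 0.9999. In the DESeq2 fits that each left out a sample, which were added later, it ran from 6.20e-05 to 0.653 by the Wald test. The next smallest p values belonged to *Stab2* (log2 fold change 1.35, standard error 0.323), *Cpa6* (0.86, standard error 0.209), *Rab26os* (-0.96, standard error 0.234) and *Fcrls* (-0.35, standard error 0.0861), all at the same adjusted p as *Bc1* in this fit. *Stab2*, *Cpa6* and *Rab26os* rest on 86, 144 and 238 counts summed over the 8 samples, and *Fcrls* in WT replicate 3 lay below the other WT samples. From the loss of *Mvp* without other differentially expressed genes, the paper proposes that bulk transcription at the time sampled does not account for the anatomical changes.

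**Figure D1:**
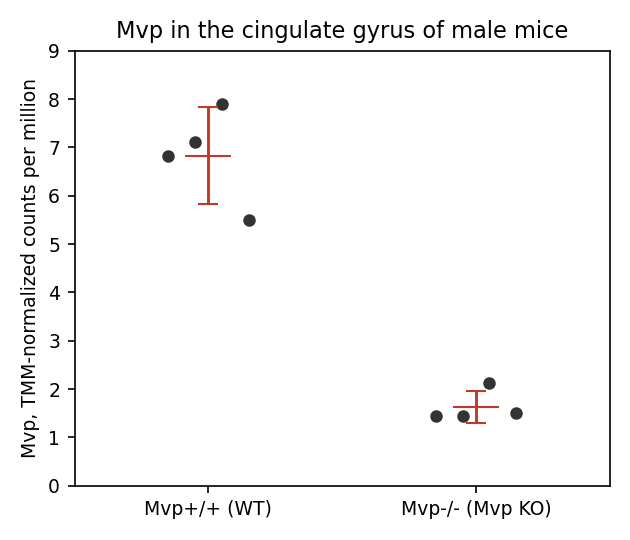
*Mvp* in TMM-normalized CPM (y axis, starting at 0) in each sample, by genotype (x axis). Points are samples, and horizontal lines with bars are the mean ± SD of 4 samples. WT samples lie between 5.49 and 7.89 and Mvp KO samples between 1.44 and 2.13.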

To identify potential biological pathways that might explain NAPs, we carried out transcriptomic analyses in the cingulate gyrus, and although the complete loss of *Mvp* was confirmed, no differentially expressed genes were found (Additional file 1: Fig. S9G), suggesting that *Mvp* has no major role on bulk transcriptional regulation that could explain the phenotypes at the time point sampled.

Altogether, these findings show that *Mvp* is not essential for survival and is not implicated in neuronal proliferation processes but instead in the regulation of neuronal size, morphology, and function, as well as in the maintenance of brain homeostasis after birth, specifically in males.

### The double hemideletion of Mvp and Mapk3 alters behavioral performances in male mice

To determine if NAPs in male *Mvp*^*−/−*^ mice lead to specific behavioral phenotypes, we assessed a broad range of sixteen behavioral tests evaluating eleven core behaviors (anxiety, depression, anhedonia, memory, locomotion, coordination, motricity, sociability, schizophrenia, autism, and epilepsy). The raw data is available in Additional file 6: Tables S10, Additional file 7: Tables S11, and Additional file 8: Tables S12, and the behavioral pipeline is described in detail in Additional file 9.

Intriguingly, we found no major behavioral anomalies in male *Mvp*^*−/−*^ mice (Fig. 5 and Additional file 1: Fig. S10). We thought to test whether introducing an additional stressor might underscore behavioral implications. To explore this idea, we generated and characterized the behavior of double male KOs of *Mvp* and *Mapk3* (Additional file 1: Fig. S12 and Additional file 9) since studies have consistently shown MVP-mediated regulation of ERK signaling pathway [31–33], which is known to be one of the main pathways disrupted at the 16p11.2 locus [23].

**Fig. 5:**
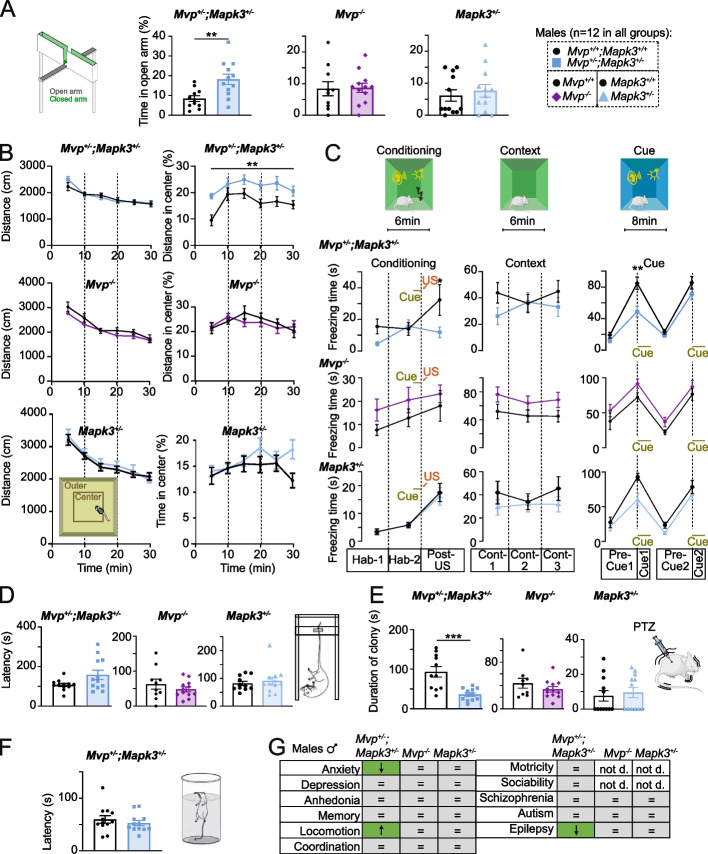
Behavioral analysis of *Mvp* and *Mapk3* genes. Selection of behavioral paradigms among 17 tested in 12 *Mvp*^*+/+*^*;Mapk3*^*+/+*^ and 12 *Mvp*^*+/−*^*;Mapk3*^*+/−*^ mice, from 11 to 25 weeks of age. Elevated plus maze (**A**). Open field (**B**). Fear conditioning (**C**). Tail suspension (**D**). PTZ test (**E**). Forced swim (**F**). **G** Summary table of core functions assessed in various cohorts. Green indicates significance, gray no difference, and white indicates not done (not d.). Arrows indicate the directionality of the effect, and the equal signs indicate no changes. A comprehensive description of behavioral tests, raw datasets, and additional findings are provided in Additional file 9, Additional file 6: Tables S10, Additional file 7: Tables S11, Additional file 8: Tables S12, and Additional file 1: Figs. S10-S12, respectively. The mean and standard error of the mean are shown in the graphs. Two-tailed Student *t* test equal variance (**A**, **D**–**F**) and two-way ANOVA with Sidak post hoc (**B**, **C**). *p < 0.05, **p < 0.01, ***p < 0.001

Double *Mvp*^*+/−*^;*Mapk3*^*+/−*^ male mice showed normal body weight (Additional file 1: Fig. S12A) as well as normal motricity, coordination, reward-seeking behaviors, working and short-term memory, associative learning, circadian activity, and no signs of autism and schizophrenic-like behaviors (Additional file 1: Fig. S12B-K). However, double *Mvp*^*+/−*^;*Mapk3*^*+/−*^ male mice spent more time in the open arm of the elevated plus maze (Fig. 5A). While the open-field test indicated no increase in traveled distance suggesting normal basic activity, it showed increased time spent in the center of the apparatus (Fig. 5B) and decreased latency to enter the center (Additional file 1: Fig. S12L), suggesting resistance to anxiogenic behavior. Fear conditioning in contextual and cued testing showed decreased freezing time (Fig. 5C). The tail suspension test showed a trend of increased latency to immobility (Fig. 5D), while the forced swim test did not show any apparent differences (Fig. 4F). The duration of clonic seizures was dramatically reduced in the pentylenetetrazol (PTZ)-induced seizure paradigm (Fig. 5E), supporting the idea of a resistance to epilepsy also. Additionally, we studied the same series of eleven core functions and assessed the phenotypes of male *Mapk3*^*+/−*^ mice. Like male *Mvp*^*−/−*^ mice, we found no behavioral anomalies in male *Mapk3*^*+/−*^ mice (Fig. 5 and Additional file 1: Fig. S11), suggesting that *Mvp* or *Mapk3* alone is not sufficient to potentiate the behaviors seen in the double *Mvp*^*+/−*^;*Mapk3*^*+/−*^ male mice. A summary of behavioral findings is provided in Fig. 5G. Taken together, these results confirm the in vivo interaction between MVP and ERK1. Finally, preliminary findings, where we examined ERK activity in the cortex of our various mouse models in males and females, indicate that ERK activity is not associated with NAPs or behavioral phenotypes presented in this study (Additional file 1: Fig. S12M-P and Additional file 10).

## Discussion

Our findings are important in at least three respects. First, our main aim was to identify which of the 30 single-gene(s) at the 16p11.2 locus cause(s) NeuroAnatomical Phenotypes (NAPs) reported in various deletion mouse models of the locus [17–19].

We found multiple single-gene drivers of a plethora of NAPs with opposite effects within the 16p11.2 interval that likely undergo a combination of additive and synergistic interactions as reported in this region [42–44] and other loci [45] (reviewed in [46]). Our neuroanatomical study of the *Del/+* mice confirms complex relationships between the genes as we only found one significant phenotype pertaining to the somatosensory cortex, suggesting that interactions between genes at the locus can hide NAPs driven by individual genes. Among the 20 syntenic single-genes assessed in this study (of note, all 20 met the expression detection threshold in mouse brain tissues [47]), two were associated with decreased (− 9% for *Mvp* and − 10% *Ppp4c*) and three with increased (+ 7% for *Slx1b*, + 6% for *Taok2*, and + 7% for *Zg16*) size of the brain. This alone could explain the variable MRI findings in patients harboring the 16p11.2 deletion as individuals do not share the same genetic background and each has a unique set of complex gene effects [48, 49]. We did not find any brain morphological changes in *Kctd13*^*+/−*^ mice, consistent with two recent mouse studies [21, 22]. With the exception of *Taok2*, linked to enlarged brain size in a recent report [50] and this study, NAP genes identified were new from the literature, both in mice and humans, potentiating neurodevelopmental disease gene discovery. Among non-NAP genes, findings were consistent with a report of *Prrt2*^*−/−*^ mice that did not find any overt abnormalities in brain size [51].

Second, we provide the first evidence that MVP modulates brain and neuronal size in key structures of the limbic system including the cingulate and somatosensory cortices. Interestingly, MVP has a highly specific pattern of expression in the limbic system which is well-known to regulate behavioral responses to emotional stimuli [52]. We found no differential expression changes in the cingulate gyrus, arguing against a bulk transcriptional effect of the loss of *Mvp*. 

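How large a change the counts exclude differs between genes. The median standard error of the log2 fold change was 0.140 over the genes tested. The 95% confidence interval of the fold change between Mvp KO and WT lay within 1.5-fold in both directions for 10909 genes (64.5%), and within 2-fold for 14658 (86.7%). The first of these numbers moved between 9792, without WT replicate 3, and 13054, with limma voom. When counts were simulated for 4 against 4 samples with the means and library sizes of these samples and 200 genes changed by known folds, the same test called 84.6% of the genes changed 3-fold, 66.7% of those changed 2-fold and 31.9% of those changed 1.5-fold, and 6.11% of its calls were genes left unchanged in the simulation. These shares hold for 200 genes changed together in a single simulation that drew each gene independently. It held no variation shared by many genes and no sample that stands apart, so the shares in the real samples can differ. A gene that changes alone needs a smaller p to pass the adjustment, so the change detectable in it is larger.

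*Mapk3*, which encodes ERK1, had 153 ± 35.4 CPM (SD, n = 4) in WT and 139 ± 28.6 CPM (SD, n = 4) in Mvp KO, a log2 fold change of -0.13 with a 95% interval from -0.56 to 0.29. The intervals of *Src* (-0.05, from -0.32 to 0.21) and of *Aurka*, which encodes Aurora-A (-0.29, from -0.83 to 0.24), also included 0. The signs of *Mapk3* and *Src* changed under some of the alternatives tried. Of the genes for the other vault components, *Parp4* had a log2 fold change of -0.04 (95% interval -0.34 to 0.26) and *Tep1* of -0.07 (-0.37 to 0.23). The vault RNA gene *Vaultrc5* had 4 counts over all samples and was not tested; the libraries were made from polyadenylated RNA.

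**Figure D2:**
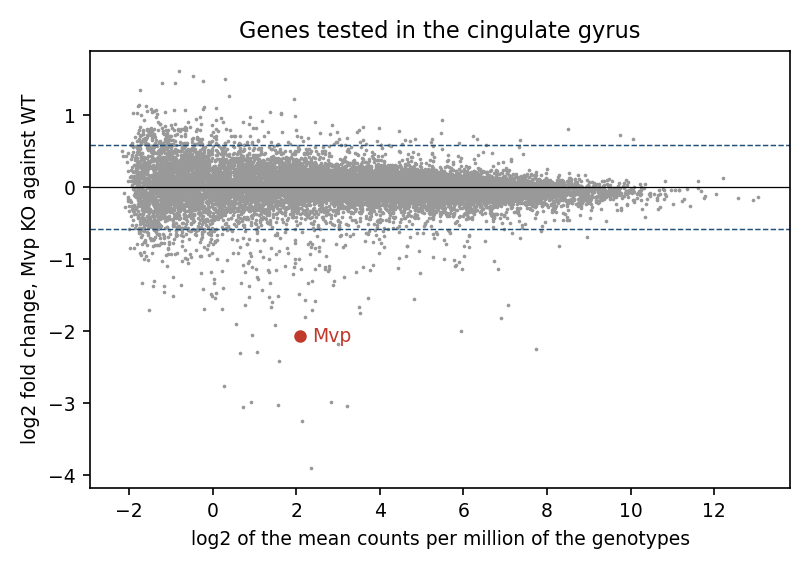
Log2 fold change between Mvp KO and WT (y axis) against the log2 of the mean CPM of the genotypes (x axis). Each grey point is a gene tested, the red point is *Mvp* and the dashed lines mark a 1.5-fold change. The points lying lower than *Mvp* did not pass an adjusted p of 0.05.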

Because MVP appears only as vault particles at any given time in cells [27], MVP findings directly implicate the vault organelle. The vault has previously been associated with synaptic transmission in various cell models [29, 33, 53]. The vault might also be implicated in the transport of mRNAs along neurites for local translation at the synapse [28], through Aurora-A and small noncoding vault RNA that has been shown to modulate synapse formation by amplifying ERK signaling [33], although the totality of mRNA species that bind to the vault organelle remains to be identified. In this study, we found a decrease in postsynaptic spine density and mEPSC amplitude in pyramidal cingulate neurons, suggesting that the loss of *Mvp* also disrupts neural connections, which in turn could explain alterations in neuronal size and homeostasis.

Third, we provide insights into the determinants of sex differences at the 16p11.2 locus associated with decreased cortical thickness restricted to male carriers [15, 16] in a suitable model, sexing being not feasible in fruit fly [44] and zebrafish embryos [20, 43]. From an anatomical perspective, our study shows that the female mouse brain is more resistant when a genetic mutation is involved while the male brain is more vulnerable. This brings experimental evidence on the “female protective effect” previously predicted in human neurodevelopmental disorders [54]. Our findings on MVP neuronal co-expression patterns exclude differences at the anatomical level between males and females as a potential cause responsible for the underlying sex differences in NAPs, favoring the hormonal hypothesis [55].

ERK1/2 kinase signaling cascades are central in the control of neuronal plasticity and size [56] and can be activated in response to sex hormones [57]. While hyperphosphorylation of ERK1 has been previously reported in 16p11.2 deletion mouse models [58, 59], sex differences in ERK phosphorylation were overlooked [18, 60], with the exception of one recent study [59]. On this ground, pharmacological ERK inhibitors have been used to improve neurological traits [58] and more generally in neurodevelopmental and neurodegenerative disorders [61]. In the current study, hemiablation of *Mapk3* showed increased ERK1 activation in the male cortex not female, reinforcing a hormone-dependent regulation of kinase cascades. MVP was found to interact with steroid hormone receptors [34, 35] and is involved in sex-dependent ERK signal transduction induced by hormones [31]. We hypothesize that, in the absence of MVP/vault, there are compensatory biological mechanisms in the female brain and not in the male brain.

Finally, human and mouse MVP share approximately 90% of their amino acid residues, and the vault organelle likely plays a similar role in the human brain. Human *MVP* alone has not been implicated as yet in shaping brain size, possibly due to a polygenic model involving other genes of the 16p11.2 locus such as *MAPK3* or to a lack of functional evidence for its possible role in neurobiology. Interestingly, a smaller deletion region for autism encompassing five out of the 30 genes has been narrowed down [62] and included *MVP*.

## Conclusions

To conclude, we have characterized 20 individually deleted genes in mice using ultra-standardized histological methods and found that there is more than one gene playing a role in brain morphogenesis at the 16p11.2 locus. The *Mvp* gene is one of the top drivers based on the number of affected neuroanatomical parameters and correlated with smaller neuronal size but not cell counts. Interestingly, female mice are less affected by gene inactivation at the locus, which may be a potential explanation why neurodevelopmental disorders such as autism at the 16p11.2 locus predominantly affect boys, with female *Mvp*^*+/−*^ and *Mvp*^*−/−*^ mice showing no associated phenotypes. We also confirm MVP implication in the ERK1 signaling pathway in vivo and define *MVP* as a novel candidate gene in male-specific neurodevelopmental disorders.

## Methods

Here, we provide a summary of our main methods. For a full description, see Additional file 9.

### Study samples

The mouse syntenic 16p11.2 region *Sult1a-Spn* encompasses 30 protein-coding genes on chromosome 7. Among these, 20 (Additional file 2: Table S1) were incorporated in our analysis of neuroanatomical phenotyping explained in Additional file 1: Fig. S1. The remaining ten were not available during the course of the study for reasons explained in Additional file 9. Genotyping primers were designed in our own animal facility (Mouse Clinical Institute, Illkirch, France). A list of sequences is provided in Additional file 9. Sexing was determined visually except for embryos and young postnatal age where we combined visual assessment with genetic testing using the SRY reactions. For validation purposes, a set of mutants was studied multiple times through the production of independent cohorts or at different ages.

### Mouse model of the 16p11.2 locus

Del(7Sult1a1-Spn)6Yah mice deleted for the entire 16p11.2 locus (named as *Del/+*) were generated at the Mouse Clinical Institute, Illkirch, France. The deletion encompassed the region from *Sult1a* to *Spn* and was previously described [63]. In this study, we decided to test the impact of the chromosomic rearrangement in the pure genetic background strain (C57BL6/N), to facilitate data integration with the single-gene knockout mice all processed on identical genetic backgrounds (C57BL/6).

### Generation of double knockouts

We generated double-knockout lines by crossing single-gene mutants producing WT and double-het, as well as intermediate heterozygotes for each single-gene mutant. Four groups of mice were used in ERK-activity assays consisting of *Mvp*^*+/+*^*;Mapk3*^*+/+*^, *Mvp*^*+/−*^*;Mapk3*^*+/+*^, *Mvp*^*+/*^*;:Mapk3*^*+/−*^, and *Mvp*^*+/−*^*;Mapk3*^*+/−*^.

### Brain sample processing

The brains were taken from adult mice on a high-throughput phenotyping project, where each mouse was characterized by a series of standardized operating procedures. The collection of brain samples was performed blind to the genotype. The brains from at least four mice per genotype and per gender were collected. The control brains were systematically collected within each of the mutant lines. Every aspect of the procedure was managed through a relational database using the FileMaker (FM) Pro database management system (detailed elsewhere [36]). A similar approach was used for embryos at E18.5 fixed in the Bouin solution.

### Neuroanatomical studies and quality control

An overview of sample processing is shown in Additional file 1: Fig. S1. The brains were cut at a thickness of 5 μm on a sliding microtome (HM450, Microm, France) on symmetrical and stereotaxic planes to obtain coronal sections matching bregma + 0.98 mm and bregma − 1.34 mm. Our precision was estimated to be no more than 30 μm, anterior or posterior, to the histological section of interest. The sections were double-stained with 0.1% Luxol Fast Blue (Solvent Blue 38, Sigma-Aldrich) and 0.1% Cresyl violet acetate (Sigma-Aldrich), in order to label myelin and neurons, respectively. After mounting on slides, the sections were scanned at cell-level resolution using the Nanozoomer whole-slide scanner 2.0HT C9600 series (Hamamatsu Photonics, Shizuoka, Japan).

Each image was quality controlled to assess whether (i) the section is at the correct position, (ii) the section is symmetrical, (iii) the staining is of good quality, and (iv) the image is of good quality. Only images that fulfilled all of the quality control checks were fully processed. These quality control steps are essential for the detection of small to moderate neuroanatomical phenotypes (NAPs) and without which the large majority of NAPs would be missed. This is explained in great detail elsewhere [36]. On the coronal plane, 67 brain morphological parameters of 39 area and 28 length measurements were taken for each sample (Additional file 2: Table S2) [38]. Forty-two neuroanatomical coronal measurements were taken at E18.5 (Additional file 2: Table S5) [39] and 40 on the sagittal plane (Additional file 2: Table S6) [37]. Cellular features across histological sections were measured using a semi-automated macro designed in Fiji measuring cell counts as well as averaged cell area for each cell.

### MVP expression

Several mouse cohorts underwent microdissection in order to separate various brain structures of interest at various developmental and adulthood stages. Total RNA was extracted using a phenol-chloroform technique. One microgram of total RNA was reverse-transcribed to complementary DNA using Superscript III First-Strand Synthesis Supermix (11752–050, Invitrogen) for qualitative and quantitative reverse transcription PCR (RT-PCR). For the latter, we used TaqMan assays.

### Immuno-fluorescence

C57BL/6N adult mice of 12 weeks of age (three males and one female) were anesthetized, intracardially perfused with PBS, and fixed with 4% paraformaldehyde (PFA) solution in PBS. The brains were harvested, post-fixed in 4% PFA for 24 h at room temperature (RT), and then transferred in 30% sucrose solution for 24 h at 4 °C. Each brain was trimmed either for coronal or sagittal sectioning and embedded in Cryomatrix (Thermo Scientific) with a fast freeze device PrestoChill (Millestone). The brains were sectioned throughout the entire tissue blocks with a cryo-microtome (K400 station with dry ice on HM450 microtome, Microm). Immunostainings for MVP were realized without detergent using floating sections. The permeabilization step was done by incubating the brain sections in methanol at − 20 °C for 10 min. The sections were rinsed in PBS, blocked in a solution with 10% normal donkey serum (NDS) and 1% bovine serum albumine (BSA) in PBS, and incubated with rabbit polyclonal vault antibodies (N2-B15, provided by Leonard Rome, dilution 1:1000) and mouse anti-NeuN antibodies (MAB377, Millipore, dilution 1:1000) in 0.1%NDS/PBS at 4 °C overnight under agitation. After washing with PBS, the sections were incubated for 3 h RT with fluorescence-conjugated secondary antibodies coupled to anti-rabbit-Alexa-488 and anti-mouse-Alexa-647 (1:1000, Thermo Fischer Scientific). Images were acquired using a confocal microscope (TCS SP5, Leica) at × 20 or × 80 magnification and analyzed using ImageJ.

Phospho-ERK immunohistochemistry was carried out on floating sections. After quenching with 3% H_2_O_2_, 10% methanol for 15 min, the sections were rinsed in TBS and incubated for 1 h in a blocking solution (5% normal goat serum, 0.1% Triton X-100). The sections were then incubated overnight at 4 °C with anti-phospho-p44/42 MAP kinase (Thr202/Tyr204) (1:1000, Cell Signalling Technology, Danvers, MA). On the following day, a biotinylated goat anti-rabbit secondary antibody (1:200, Vector Labs) was applied to the sections for 2 h at room temperature. Detection of the bound antibodies was carried out using a standard peroxidase-based method (ABC-kit, Vectastain, Vector Labs), followed by incubation with DAB and H_2_O_2_ solution. The sections were subsequently dehydrated using increasing concentrations of ethanol and mounted with DPX. Images were acquired from the prefrontal cortex using a bright field microscope (Leica DMI6000B Macro/Micro imaging system) under a × 40 magnification and analyzed with ImageJ.

### Western blot

The cortex and liver from adult mice were dissected and homogenized with 300 μL of lysis buffer containing 1× RIPA buffer (Thermo Fisher), phenylmethylsulfonyl fluoride 1%, sodium orthovanadate 1%, and protease inhibitor 1% in tubes containing ceramic beads (Precellys Lysing Kit). The tubes were incubated for 30 min at 4 °C and centrifuged for 20 min at 17,000×*g* at 4 °C, and the supernatant was isolated for Western blotting. Sixty micrograms of protein was separated on 10% SDS/PAGE (Mini-PROTEAN TGX Gels, 12%, 10-well, 4561043, BIO-RAD) and transferred onto nitrocellulose membrane (#1620115, BIO-RAD). The membranes were blocked with 1% BSA diluted in Tris-buffered saline with Tween 20 (50 mM Tris, 150 mM NaCl, 0.05% Tween 20) and probed using anti-MVP (named “George,” provided by Leonard H. Rome) overnight at 4 °C. Antibody–protein interactions were revealed using chemiluminesence (RPN2108, GE Healthcare), and relative protein expression was quantified using ImageJ.

### Primary neuronal culture

The hippocampus was harvested from embryos at day 18.5 (E18.5) for cell dissociation. Between 20,000 and 30,000 cells were plated on Poly-l lysine-coated coverslips in 24-well plates and incubated at 37 °C with 5% CO_2_. After 4 days of in vitro culture (DIV4), the cells were fixed with 4% PFA in 6% sucrose for 15 min and then stored in EtOH at 4 °C until use. Fixed cells were incubated O/N at 4 °C with primary antibodies (rabbit polyclonal anti-MAP2 (AB5622, Millipore) and mouse monoclonal antibody against pan-axonal neurofilament (SMI-312R, Covance) both diluted at 1:1000 in saturation solution (0.2% Triton, 1% BSA, 10% normal donkey serum (S2170, Dutscher) in Tris-buffered saline). Donkey anti-rabbit coupled to Alexa647 (ab150075, Abcam) and donkey anti-mouse coupled to Alexa488 (ab150105, Abcam) were used as secondary antibodies in saturation solution without Triton. The nuclei were stained with Hoechst 3342 (1:10,000 dilution, Sigma-Aldrich). Images were acquired using a regular epifluorescence microscope × 100 (Leica) at a magnification of × 0.55 and analyzed using ImageJ.

### Bulk RNA sequencing

RNA sequencing libraries were generated from 200 ng of total RNA from mouse cingulate gyrus using TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina, San Diego, CA), according to the manufacturer’s instructions. The details are provided in Additional file 9. The libraries were sequenced on the Illumina Hiseq 4000 as single-end 50 base reads following Illumina’s instructions. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Reads were preprocessed using cutadapt 1.10 [64] in order to remove adapter, polyA, and low-quality sequences (Phred quality score below 20); reads shorter than 40 bases were discarded for further analysis. Reads mapping to rRNA and spike-in sequences were also discarded (this mapping was performed using bowtie 2.2.8 [65]). Reads were then mapped onto the mm10 assembly of *Mus musculus* genome using STAR [66] version 2.5.3a (--twopassMode Basic). Gene expression was quantified using htseq-count 0.6.1p1 [67] and gene annotations from Ensembl release 91. Statistical analysis was performed using R 3.3.2 and DESeq2 1.16.1 Bioconductor library [68].

### Golgi staining

GolgiCox staining was performed using the FD Rapid GolgiStain Kit (FD NeuroTechnologies, Ellicott City, MD) on the entire fresh brains, and processed as indicated by the manufacturer. After impregnation, the brains were embedded in 3% low-melting agarose and cut with a vibratome (VT1200S, Leica); 100-µm-thick sections were mounted on gelatine-coated slides and allowed to dry for 2 days before staining. Images were acquired with the Hamamatsu slide scanner at × 40 resolution with multi-layer mode. All the measurements were taken by the same operator, blind to the genotype using the Hamamatsu NDPviewer2.0 software.

### Behavioral experiments

Eleven core phenotypes were tested: (i) anxiety in the open-field and elevated plus maze paradigms; (ii) learning and memory in the Y-maze, the novel object recognition test, the three-chambers paradigm, and the cued and contextual fear conditioning test; (iii) locomotion in the circadian activity test; (iv) epilepsy in the pentylenetetrazol (PTZ)-induced seizure paradigm; (v) coordination in the rotarod performance test; (vi) motricity in the grip strength test; (vii) schizophrenia in the prepulse inhibition and startle reflex test; (viii) autism in the social behavior and marble burying paradigms; (ix) depression in the forced swim and tail suspension tests; (x) anhedonia in the sucrose preference test; and (xi) sociability using the social recognition test. Each test is described in detail in Additional file 9.

### Statistics

Statistical analyses were performed with GraphPad Prism 8.0.2, using two-tailed Student’s *t* tests of equal variances (except for Additional file 1: Fig. S9A-C, *t* tests of unequal variances) and one-way or two-way ANOVA followed by post hoc tests. Tests performed are indicated in the figure legends. The results are reported as box plots with individual data points overlaid as mean ± sample standard error of the mean, except for Fig. 4A, B, E; Additional file 1: Fig. S4; and Additional file 1: Fig. S7A which show the average for simplicity purposes. Figures were prepared using Affinity Designer. Significance was reported as follows: *p < 0.05, **p < 0.01, and ***p < 0.001. All replicates are biological replicates. For qPCR data, delta *C*_*T*_ values were obtained by normalizing *C*_*T*_ values of *Mvp* against two reference genes, *Gnas* and *Hprt*.

### Supplementary Information

**Additional file 1:** **Fig. S1.** Standardized workflow for neurophenotyping. **Fig. S2.** Heat map of gene association with NAPs in males. **Fig. S3.** Heat map of gene association with NAPs in females. **Fig. S4. **Analysis of *Mvp*, *Mapk3 *and *Kctd13 *mice*.***Fig. S5.** *Mvp* expression profiling. **Fig. S6. ***Mvp* knockout model validation and viability screen. **Fig. S7.** Impact of *Mvp* deletion on neuromorphology in females. **Fig. S8.** Impact of *Mvp* deletion on neuromorphology in males. **Fig. S9.** Analysis of *Mvp* loss in the cingulate gyrus. **Fig. S10.** Behavioral studies of *Mvp* homozygous male mice. **Fig. S11.** Behavioral studies of *Mapk3* heterozygous male mice. **Fig. S12.** Behavioral studies of DKO of *Mvp* and *Mapk3* genes.

**Additional file 2:** **Table S1.** Description of mouse models used in the study. **Table S2.** List of 67 neuroanatomical measurements in postnatal mice. **Table S3.** MVP-positive brain structures and link to limbic system. **Table S4.** Expression scores of MVP in murine brain. **Table S5.** List of 42 neuroanatomical measurements in E18.5 embryos. **Table S6.** List of 40 sagittal measurements in postnatal mice.

**Additional file 3:** **Table S7.** Full neuroanatomical data

**Additional file 4:** **Table S8.** Description of gene association with NAPs.

**Additional file 5:Table S9.** Raw data for the various *Mvp *studies.

**Additional file 6:** **Table S10.** Raw behavioral data  for *Mvp*^-/-^.

**Additional file 7:** **Table S11.** Raw behavioural data for *Mapk3*^+/-^.

**Additional file 8:** **Table S12.** Raw behavioral data for *Mvp*^+/-^;*Mapk3*^+/-^.

**Additional file 9:** **Supplementary methods.** In this additional file, we provide detailed information about: 1) study samples and mouse knockout constructions, 2) animal welfare, 3) genotyping and sexing of study samples, 4) brain histological screen, 5) follow-up histology studies of MVP/vault, 6) evaluation of MVP/vault transcript level, 7) immuno-histofluorescence, 8) Western Blot analysis, 9) immuno-cytofluorescence, 10) bulk RNA sequencing, 11)  Golgi staining, 12) electrophysiology, 13) electronic microscopy, and 14) behavioral analysis.

**Additional file 10:** **Supplementary results.** Here we present data of i) male NAP genes implicated in two or more brain categories, ii) male NAP genes implicated in one brain category, iii) female NAP genes involved in two or more brain categories, and iv) female NAP genes involved in one brain category. We also show preliminary data on ERK activity measurements.

**Additional file 11.** Summary table of key resources.

**Additional file 12.** Uncropped images for the cropped blots in Fig. 3 and Additional file 1: Fig S5, S6 and S12.

**Additional file 13.** Review history.

## Data Availability

Detailed information about the datasets generated in this study that support the conclusions of this article is available either in Additional file 2 or in the accompanying Additional files 9, 10, and 11. No custom scripts and software were used other than those mentioned in the “Methods” section. The RNA sequencing data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE243261 [69].

# Supplementary material for: Dissecting the autism-associated 16p11.2 locus identifies multiple drivers in neuroanatomical phenotypes and unveils a male-specific role for the major vault protein
**Source:** Genome Biol. 2023 Nov 15;24:261. doi: 10.1186/s13059-023-03092-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Description of mouse models used in the study. Table S2. List of 67 neuroanatomical measurements in postnatal mice. Table S3. MVP-positive brain structures and link to limbic system. Table S4. Expression scores of MVP in murine brain. Table S5. List of 42 neuroanatomical measurements in E18.5 embryos. Table S6. List of 40 sagittal measurements in postnatal mice.

ADDITIONAL FILE 2:

Supplementary tables (S1-S6) and the legends for

dataset tables (S7-S12)

**Dissecting the autism-associated 16p11.2 locus identifies multiple drivers in neuroanatomical phenotypes and unveils a male-specific role for the major vault protein**

Perrine F. Kretz^1^, Christel Wagner^1^, Anna Mikhaleva^2^, Charlotte Montillot^3^, Sylvain Hugel^4^, Ilaria Morella^5^, Meghna Kannan^1^, Marie-Christine Fischer^1^, Maxence Milhau^3^, Ipek Yalcin^4^, Riccardo Brambilla^5,6^, Mohammed Selloum^1,7^, Yann Herault^1,7^, Alexandre Reymond^2^, Stephan C. Collins^1,8^ and Binnaz Yalcin^1,8,*^

**Table S1.** Description of mouse models used in the study.

The 30 protein-coding mouse genes encompassing the 16p11.2-syntenic region are listed in column (A). Details are given according to Ensembl GRCm38.p6 and consist of the accession number, the strand (+: forward; - : reverse), the genomic coordinates (base pair), the total length of the gene (base pair) and the full name description (columns B-G, respectively). The 20 genes that underwent the neuroanatomical screen are indicated in column H. Column I provides the complete allele name. The core strain of the mouse is indicated in column J, the origin of the mice in column K (name of the production center or of the collaborator who provided the material) and finally column L the material received (living mouse or dissected brain sample).

**Table S2.** List of 67 neuroanatomical measurements in postnatal mice.

This table enlists combined morphological phenotypes studied in the coronal neuroanatomical screen. Stereotaxic coordinates of the two sections of interest are indicated. Association of each parameter with a brain region is indicated in the 2^nd^ column. The 3^rd^ column shows the number attributed to each region (**Figs. 1 and 4**, **Additional file 1: Fig. S4** and **Additional file 1: Fig. S7**). The 4^th^ column gives the merged name of the parameter (used in **Additional file 4: Table S8**), followed by the full name, the description and the unit the measurement.

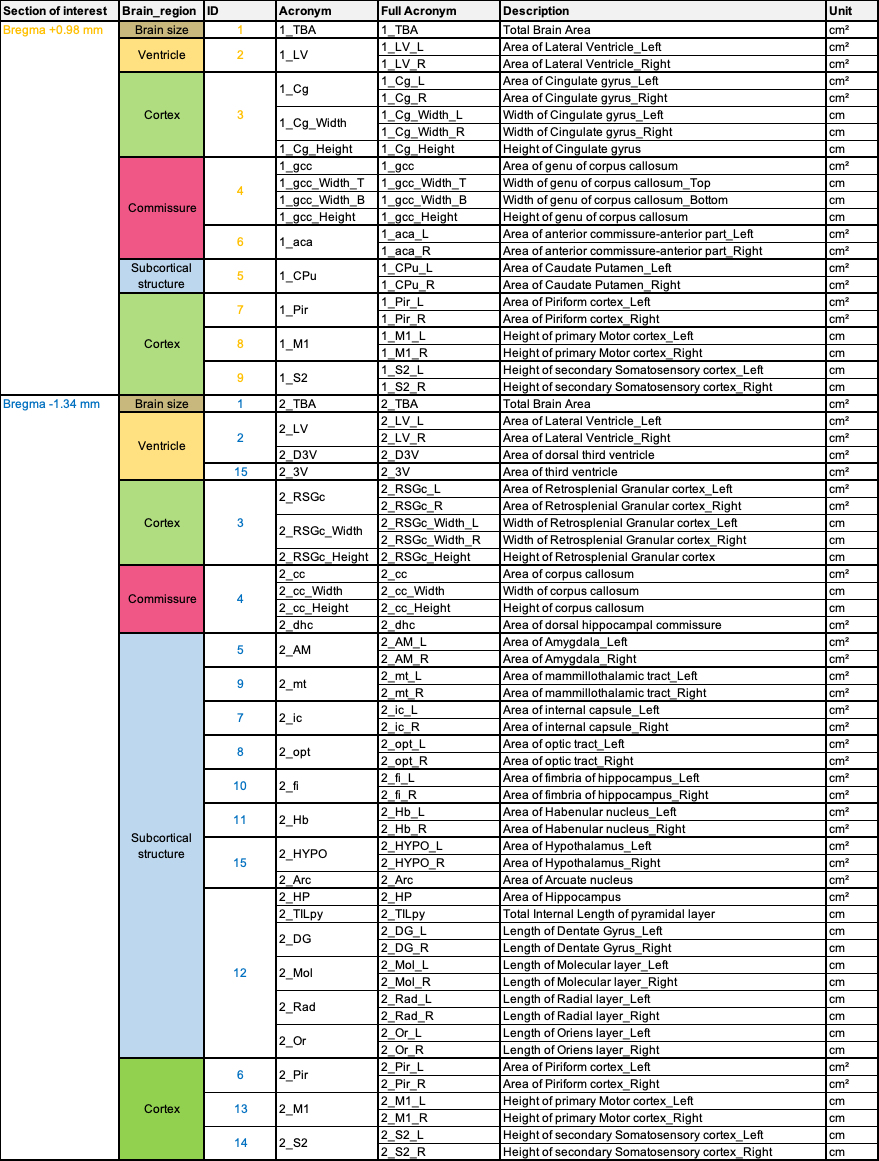

**Table S3.** MVP-positive brain structures and link to limbic system.

MVP-positive regions identified with immunohistofluorescence on wild-type brain sections are indicated in columns A-B and their known function in column C (**Fig. 2**, **Additional file 1: Fig. S5** and **Additional file 2: Table S4**). The link with the limbic system (defined as Established, Putative or None) are indicated in column D. Direct connections between the different MVP-positive structures are summarized in column E. The last column (ref. for Reference) gives the literature sources used to elaborate this table (see last page of this document).

| **A** | **B** | **C** | **D** | **E** | **F** |
| --- | --- | --- | --- | --- | --- |
| **Acronym** | **Description** | **Known function** | **Link to limbic system** | **Known connection between MVP-positive structures** | **Ref** |
| **7N** | Facial nerve nucleus | Facial expression - Salivation | Putative |  |  |
| **10N** | Vagus nerve nucleus | Autonomic modulation | Established | Sol | ^1^ |
| **aca** | anterior commissure - anterior part | Connection between amygdalae, and olfactory system | Established | Pir |  |
| **AcNuc** | Acumbens Nucleus | Processing of rewarding and reinforcing - Regulation of slow wave sleep | Established | f, CPu |  |
| **AP** | Area Postrema | Blood chemoreception - Autonomic control | None | Sol |  |
| **Arc** | Arcuate hypothalamic nucleus | Autonomic control - Homeostasis | None | PVH, Sol, HP, RSGc |  |
| **AV** | Arbor vitae | Cerebellum white matter | None |  |  |
| **cc** | Corpus callosum | Connection of the cerebral cortex | Putative | Cg, S2, RSGc |  |
| **Cg** | Cingulate gyrus | Emotion processing - Learning - Memory | Established | ZI, RM, Raphe, cc, DMT, CMT, MS, DBB | ^2,3^ |
| **CMT** | Central medial thalamic nucleus | Attention modulation | Putative | CPu, MVe, Cg, S2 |  |
| **CN** | Cuneate nucleus | Upper body sensitivity | None |  |  |
| **CP** | Choroid plexus | Cerebrospinal fluid production | None |  |  |
| **CPu** | Caudate-Putamen | Goal directed actions - Motor learning - slow wave sleep - attachment behaviors | Putative | AcNuc, CMT |  |
| **DBB** | Diagonal band of Broca | connects with DG in HP, theta waves with MS | Established | PVH, f, MS, ZI, HP, Cg | ^4^ |
| **Dk** | Darkschewitsch nucleus | Pupillary light reflex | None | ZI, PAG | ^5^ |
| **DMH** | Dorsal medial hypothalamic nucleus | Circadian rhythm - Feeding behavior - Autonomous regulation | None | LPO, PVH |  |
| **DMT** | Dorsal medial thalamic nucleus | Attention modulation - Memory - Emotional pain response - Oculomotor | Established | S2, Cg, HP |  |
| **f** | Fornix | Memory - Theta rhythm | Established | RM, MS, AcNuc, DBB |  |
| **Lith** | Lithoid nucleus |  | None | PAG |  |
| **LPO** | Lateral preoptic area | Modulation of sleep and thirst - Reward-related behaviors | Established | ZI, Raphe, DMH | ^6^ |
| **MS** | Medial septal nucleus | Theta waves generation | Established | PHV, Cg | ^4^ |
| **MVe** | Medial vestibular nucleus | Balance - Vestibular integration | Putative |  | ^7^ |
| **PAG** | Periaqueductal gray | Pain modulation | Established | Dk, Lith |  |
| **Pir** | Piriform cortex | Olfaction | Putative | aca |  |
| **PVH** | Paraventricular hypothalamic nucleus | Autonomic control - Appetite | Established | SFO, Arc, MS, DBB, Sol, ZI, DMH | ^8^ |
| **Raphe** | Raphe | Pain modulation - Thermoregulation - Emotion regulation - Sleep/wake state | Established | Sol, Cg, LPO, TS | ^9^ |
| **RM** | Retromammillary nucleus | Memory - Theta rhythm | Established | f, HP, Cg |  |
| **RSGc** | Retrosplenial cortex | Episodic memory - navigation - slow wave theta rhythmicity | Established | cc, Arc, HP, | ^10^ |
| **S2** | Somatosensory cortex | Integration of somesthesy (light touch, visceral sensation) | Putative | cc, DMT, CMT |  |
| **Sb** | Subiculum | Memory - Addiction | Putative | HP |  |
| **SFO** | Subfornical organ | Energy homeostasis - Cardiovascular modulation | None | PVH |  |
| **Sol** | Solitary nucleus | Autonomic modulation | Established | AP, PVH, Raphe, 10N | ^1^ |
| **TS** | Triangular septal nucleus | Control of anxiety and fear | Established | Raphe | ^11,12^ |
| **vHP** | Hippocampus - ventral part | Memory - Large scale spatial navigation | Established | Arc, DBB, RM, DMT, RSGc, DS | ^13^ |
| **Xi** | Xiphoid thalamic nucleus | Visual threats adaptive response | Putative | Amygdala | ^14^ |
| **ZI** | Zona incerta | Autonomic control - Slow-wave sleep - Attention | Established | Cg, LPO, PVH, DBB, Dk | ^15,16^ |

**Table S4.** Expression scores of MVP in murine brain.

Summary of MVP expression obtained from immunohistofluorescence on serial coronal (from Bregma +1.94mm to Bregma -7.67mm) and sagittal (Lat +0.24mm to Lat +0.72mm) sections. The stereotaxic coordinates are indicated in the first column along with the corresponding plane number of the Franklin and Paxinos Atlas^17^. Each brain part is indicated at the top of each table, and more precision about the identity of each structure is indicated in bracket. Abbreviations of MVP-positive structures are given in **Additional file 2: Table S3**. MVP/vault expression is scored as mild (+), moderate (++) or strong (+++) across all the positive brain regions. ¶ indicate the structure where only fibers are studied. NA: not applicable. NV: not visible. Cells highlighted in pale blue correspond to illustrations presented in **Figure 2** and **Additional file 1: Fig. S5**.

**Table S5.** List of 42 neuroanatomical measurements in E18.5 embryos.

This table enlists morphological phenotypes, adapted from the postnatal neuroanatomical screen, to fit to the analysis of brain anatomy in mouse embryo at embryonic stage 18.5 (E18.5). Stereotaxic coordinates (column A) of the two sections of interest are indicated. Column B gives the merged name of the parameter (used in **Additional file 4: Table S8**, column C the full name, column D the description and column E the unit of the measurement. An illustrative representation of the measurements is available in **Additional file 9: Fig. S15**.

**Table S6.** List of 40 sagittal measurements in postnatal mice.

This table enlists combined morphological phenotypes studied on sagittal plane. Stereotaxic coordinates (column A) of the section of interest are indicated. Column B shows the number attributed to each region in **Figure 4**. Column C gives the full name, column D the description and column E the unit of the measurement.

**Table S7.** Full neuroanatomical data.

A total of 458 samples were processed and analyzed across two coronal sections. A unique barcode (column A) identifies each sample. Column B and C refer to each subproject that were used to create subgroups for the analysis. Columns D to N give additional elements about study samples. Columns O to CC are the raw data for the 67 brain parameters (see **Additional file 2: Table S2** for more information about the parameters), columns CD and CE give body and brain weight, and columns CF to DO provide the co-variates for each sample.

**Table S8.** Description of gene association with NAPs.

**Sheet 1** HeatMap_SingleGenes_Coronal.

Columns A-I provide general information about each group of mice analyzed in the histology study. More specifically, column A gives the gene name, column B the core background strain, column C the full allele name, column D the age of the mice at necropsy in weeks, column E the gender of studied mice, column F the zygosity, column G the number of mutant mice and column I the number of colony-matched control animals (column H). Column J indicates the significance threshold of the NAP gene defined as NAT (NeuroAnatomical Threshold), column K the directionality of the impact on gene structure, column L the number of neuroanatomical phenotypes at the defined NAT of 0.05, column M the type of the statistics and finally columns N-BC the p-value and percentage change for each brain parameter across each tested allele. Column BD and BE indicate p-value and percentage change for body and brain weight, respectively. Column BF to BK give the number of NAPs according to each NAT. Column BL to BR give additional descriptive statistics. A color-code is used to indicate p-value threshold, ranging from yellow (for 0.05) to red for stringent threshold (of 0.0001) and directionality of percentage change (blue indicates decrease and red increase).

**Sheet 2** HeatMap_Mvp_Dev.

Column A to BC and color-code legend are the same as **Sheet 1**. Column BD to BI give the number of NAPs according to each NAT.

**Sheet 3** HeatMap_Mvp_Sagittal.

Column A to M and color-code legend are the same as **Sheet 1**. Columns N-BA indicate the p-value and percentage change for each brain parameter across each tested allele. Column BB to BG give the number of NAPs according to each NAT.

**Table S9.** Raw data for the various *Mvp* studies.

**Sheet 1** Viability: Calculation of birth ratio for each genotype, and each sex, done on successfully genotyped mice obtained from heterozygous by heterozygous breeding (n=617).

**Sheet 2** WesternBlot: Measurements of MVP and Actin levels in liver samples from *Mvp* mutant mice.

**Sheet 3** Dev_E18.5: Raw data from male and female *Mvp^+/+^* and *Mvp^-/-^* E18.5 embryos. See embryos. Extended for description of the parameters.

**Sheet 4** Histocount_Coro_M: Cellular parameters for male *Mvp* mutants. Cellular measures done on histological coronal sections (see **Additional file 2: Table S2** for corresponding parameter description) are presented in the table. For 1_M1, 1_S2 and 2_S2 analysis of area and cellular parameters was further explored in the different cortical layers (**Additional file 9: Supplementary methods** for more explanation). Columns highlighted in purple designate the data obtained by calculation: avgcellarea=cellarea/cellcount; cellareapercent=cellarea/structure_area; celldens=cellcount/structure_area.

**Sheet 5** Histocount_Coro_F: Cellular parameters for female *Mvp* mutants. Measures done on histological coronal sections on specific regions (see **Additional file 2: Table S2** for corresponding parameter description) are presented in the table. Columns highlighted in purple designate the data obtained by calculation: avgcellarea=cellarea/cellcount; cellareapercent=cellarea/structure_area; celldens=cellcount/structure_area.

**Sheet 6** Histocount_Sag_M: Cellular parameters for male *Mvp* mutants. Measures done on histological sagittal sections on motor cortex (4_M1) and cerebellar lobes (Cb) are presented in the table. For Cb, the length of granular layer for each lobule (GLlength, in cm) and the number of Purkinje cells (PC) was measured (see **Additional file 1: Fig. S8H** for further explanation). Columns highlighted in purple designate the data obtained by calculation: avgcellarea=cellarea/cellcount; cellareapercent=cellarea/M1_area; celldens=cellcount/M1_area for motor cortex and PCdensity=PC/GL_length. P-value of Student *t*-test and percentage change of each interaction and the mean and SEM for each genotype are indicative.

**Sheets 7-13** Immunocytofluorescence (ICF): these tabs recapitulates the data obtained by the measurements of cellular parameters done on primary hippocampal neuronal cultures at DIV4 from E18.5 male and female embryos. Soma area (soma), growth cone (GC) area and axonal length (AL) are presented (see **Fig. 4F** for visual description). The raw measure for each neuron is given in column D (area (in µm^2^) for soma and GC, and length (in µm) for AL). The decimal logarithm (Log10) of each measure is given in column E and is used to conduct statistical tests. For male soma, two different batches were tested, each reported in a different tab.

**Sheet 14** Golgi_SpineDensity: Spine density in somatosensory neurons. Column A and B inform on the number and the genotype of the mouse. The length measured on analyzed portion of dendrite, as well as the number of spines counted are provided in column C and D. Spine density (E) corresponds to : SpineDensity = #spines/length.

**Sheet 15.** Electrophysiology. Patch-clamp data in cingulate gyrus. Inter-event interval (IEI, in ms) and amplitude (in pA) of mEPSCs are recorded. The decimal logarithm (Log10) of each measure is given and was used to conduct statistical tests. The capacitance of each neuron is measured.

**Table S10.** Raw behavioral data for *Mvp^-/-^*.

Raw data sheets for the analysis of *Mvp^-/-^* mutant mice (n=12) versus WT (n=10) mice. See **Additional file 9: Supplementary methods** for more detailed description of test procedures.

**Sheet 1** **Legend.**

**Sheet 2** **Mvp_OF.** Open Field raw data. Measured parameters: Distance Traveled (cm), Number of rearing, % Time Spent in the Center, Distance (cm) in Center, Latency (s) in Center and % Distance in Center. Data are calculated over five minutes periods along the test (max 30min).

**Sheet 3** **Mvp_EPM.** Elevated Plus Maze. Measured parameters: number of entries and time spent in closed or open arms, number of head dip, rearing and extension, and latency (s) before entering open arm.

**Sheet 4** **Mvp_FC_Cond.** Fear Conditioning – Conditioning session. Immobility duration measured over three consecutive periods of two minutes (Hab-1, Hab-2 and Post-US1). Electrical foot shock, preceded by light and tone stimuli is given right before Post-US1.

**Sheet 5 Mvp_FC_Context.** Fear Conditioning – Context session. Duration of immobility (s) of the mouse during three consecutive periods of two minutes. Percentage of freezing over the total time (360s) is calculated and indicated.

**Sheet 6** **Mvp_FC_Cue.** Fear Conditioning – Cue session. Immobility (s) of the mouse measured over four consecutive periods of two minutes (Pre-Cue1, Cue1, Pre-Cue2 and Cue2). Percentage of freezing during Cue1 and Cue2 is calculated on the duration of the session.

**Sheet 7** **Mvp_TST.** Tail Suspension Test. Immobility (s) of the mouse measured over three consecutive periods of two minutes (Block1, Block2 and Block3) after suspension by the tail. Latency (s) to immobility is also recorded.

**Sheet 8** **Mvp_PTZ.** PTZ-susceptibility test. Latency and duration of the clonic and tonic phases of status epilepticus after PTZ intraperitoneal injection.

**Sheet 9** **Mvp_Rotarod_Learning.** Rotarod test – Learning session. Time (in seconds) spent on the rotarod at increasing speed from 4 to 40 rotations per minute (rpm) over five minutes session, during four sessions on three consecutive days.

**Sheet 10** **Mvp_Rotarod_Test.** Rotarod test – Test session. Latency before falling off the rotarod at rotation speeds (4, 10, 16, 22, 28, 34 and 40 rpm). Maximum per trial is set to 120 seconds. Two trials were done and the mean of both was calculated and gathered in the bottom panel.

**Sheet 11** **Mvp_SP_Data.** Sucrose preference test – Test data. Weight of water and 0.8% sucrose bottles before and after each session. Consumption corresponds to the difference between the two weights. Sucrose preference was calculated as the percentage of sucrose consumption over the total consumption during habituation (Hab, 1h), and testing days (Test-Day1 and Test–Day2, 12 hours during dark cycle).

**Sheet 12** **Mvp_SP_Consumption.** Sucrose preference test – Consumption data. Beverage consumption (addition of sucrose and water consumption) for the three sessions.

**Sheet 13** **Mvp_YM.** . Y-Maze test. Poss (Poss=number of total visited arm - 2) is used as an alias of locomotor activity, Real (Real: three consecutive different arms visited) and percentage of alternation (%Alt) as an alias for working memory. %Alt = Real/Poss*100. Same Arm Return (SAR) and Alternance Arm Return (AAR) were recorded and percentage calculated. Test was conducted on a single trial and data over either 6 or 8 minutes were transcribed separately.

**Sheet 14** **Mvp_NOR.** Novel-Object recognition test. Exploration time (s) of the different objects (ObjectA in 1st session, and ObjectFam and ObjectNew, in 2nd session). Discrimination ratio = (ObjectNew – ObjectFam)/(ObjectNew+ObjectFam). Percentage of exploration of the new object over total object exploration %Tnew=ObjectNew/(ObjectNew+ObjectFam). 50% was considered as no recognition of the familiar object.

**Sheet 15-17** **Mvp_SR_Phase1/2/3.** Social Recognition – Phase 1/2/3. Total distance moved (cm) during each phase of SR test. Cumulative duration of the mouse localization in each of the three-chamber (Left, Center or Right) either Zone1 (the entire chamber), Zone2 (closer to the goal box).

**Sheet 18** **Mvp_Marbles.** Marbles burying test. Number of marbles that were ¾ covered, completely covered or not covered after 15minutes of test period, and their relative percentage.

**Sheet 19** **Mvp_CA_All.** Tracking of locomotor activity (in centimeters) every hour over the duration of the test (32 hours). Statistical analysis was performed over the combined Dark and Light phase (from 7pm to 7pm). Back and front activity, as well as rearing, licks and pellet distribution are also recorded.

**Sheet 20** **Mvp_CA_food consumption.** Circadian consumption. Weight of pellets and water in grams consumed over 32 hours. The difference between pellet distribution and pellet lost is considered as pellet distribution. The weight of water bottles before and after the trial was also measured to quantify water consumption.

**Sheet 21** **Mvp_PPI_Avg.** Pre-Pulse Inhibition test – Average value. Averaged amplitude of the acoustic startle reflex (arbitrary unit) following 60 dB (Background Noise = BN), 70 dB pulse (P70), 75 dB (P75), 85 dB (P85), 90 dB (P90) and 110 dB (ST110) acoustic stimulus. PPI: Percentage of Pre-Pulse (PP) Inhibition calculated as PPX %=( PPX-ST110)/ST110.

**Sheet 22** **Mvp_PPI_Max.** Pre-Pulse Inhibition test – Max value. Maximum amplitude of the acoustic startle reflex (arbitrary unit) following 60 dB (Background Noise = BN), 70 dB pulse (P70), 75 dB (P75), 85 dB (P85), 90 dB (P90) and 110 dB (ST110) acoustic stimulus. PPI: Percentage of Pre-Pulse (PP) Inhibition calculated as PPX %=( PPX-ST110)/ST110.

**Table S11.** Raw behavioural data for *Mapk3*^+/-^.

Raw data sheets for the analysis of *Mapk3*^+/-^ mutant mice (n=12) versus WT (n=12) mice in two different cohorts. See **Additional file 9: Supplementary methods** more detailed description of test procedures.

**Sheet 1** **Legend**

**Sheet 2** **Mapk3_C1_OF.** Open Field raw data. Measured parameters: Distance Traveled (cm), Number of rearing, % Time Spent in the Center, Distance (cm) in Center, Latency (s) in Center and % Distance in Center. Data are calculated over five minutes periods along the test (max 30min).

**Sheet 3** **Mapk3_C1_EPM.** Elevated Plus Maze. Measured parameters: number of entries and time spent in closed or open arms, number of head dip, rearing and extension, and latency (s) before entering open arm.

**Sheet 4** **Mapk3_C1_FC_Cond.** Fear Conditioning – Conditioning session. Immobility duration measured over three consecutive periods of two minutes (Hab-1, Hab-2 and Post-US1). Electrical foot shock, preceded by light and tone stimuli is given right before Post-US1.

**Sheet 5** **Mapk3_C1_FC_Context.** Fear Conditioning – Context session. Duration of immobility (s) of the mouse during three consecutive periods of two minutes. Percentage of freezing over the total time (360s) is calculated and indicated.

**Sheet 6** **Mapk3_C1_FC_Cue.** Fear Conditioning – Cue session. Immobility (s) of the mouse measured over four consecutive periods of two minutes (Pre-Cue1, Cue1, Pre-Cue2 and Cue2). Percentage of freezing during Cue1 and Cue2 is calculated on the duration of the session.

**Sheet 7-8** **Mapk3_C1/C2_TST**. Tail Suspension Test for cohort 1/2. Immobility (s) of the mouse measured over three consecutive periods of two minutes (Block1, Block2 and Block3) after suspension by the tail. Latency (s) to immobility is also recorded.

**Sheet 9** **Mapk3_C2_PTZ.** PTZ-susceptibility test. Latency and duration of the clonic and tonic phases of status epilepticus after PTZ intraperitoneal injection.

**Sheet 10** **Mapk3_C2_Rotarod_Learning.** Rotarod test – Learning session. Time (in seconds) spent on the rotarod at increasing speed from 4 to 40 rotations per minute (rpm) over five minutes session, during four sessions on three consecutive days.

**Sheet 11** **Mapk3_C2_Rotarod_Test.** Rotarod test – Test session. Latency before falling off the rotarod at rotation speeds (4, 10, 16, 22, 28, 34 and 40 rpm). Maximum per trial is set to 120 seconds. Two trials were done and the mean of both was calculated and gathered in the bottom panel.

**Sheet 12** **Mapk3_C2_SP_Data.** Sucrose preference test – Test data. Weight of water and 0.8% sucrose bottles before and after each session. Consumption corresponds to the difference between the two weights. Sucrose preference was calculated as the percentage of sucrose consumption over the total consumption during habituation (Hab, 1h), and testing days (Test-Day1 and Test–Day2, 12 hours during dark cycle).

**Sheet 13** **Mapk3_C2_SP_Consumption.** Sucrose preference test – Consumption data. Beverage consumption (addition of sucrose and water consumption) for the three sessions.

**Sheet 14** **Mapk3_C1_YM.** Y-Maze test. Poss (Poss=number of total visited arm - 2) is used as an alias of locomotor activity, Real (Real: three consecutive different arms visited) and percentage of alternation (%Alt) as an alias for working memory. %Alt = Real/Poss*100. Same Arm Return (SAR) and Alternance Arm Return (AAR) were recorded and percentage calculated. Test was conducted on a single trial and data over either 6 or 8 minutes were transcribed separately.

**Sheet 15** **Mapk3_C1_NOR.** Novel-Object recognition test. Exploration time (s) of the different objects (ObjectA in 1st session, and ObjectFam and ObjectNew, in 2nd session). Discrimination ratio = (ObjectNew – ObjectFam)/ (ObjectNew+ObjectFam). Percentage of exploration of the new object over total object exploration %Tnew=ObjectNew/ (ObjectNew+ObjectFam). 50% was considered as no recognition of the familiar object.

**Sheet 16-18** **Mapk3_C1_SR_Phase1/2/3.** Social Recognition – Phase 1/2/3. Total distance moved (cm) during each phase of SR test. Cumulative duration of the mouse localization in each of the three-chamber (Left, Center or Right) either Zone1 (the entire chamber), Zone2 (closer to the goal box).

**Sheet 19** **Mapk3_C1_Marbles.** Marbles burying test. Number of marbles that were ¾ covered, completely covered or not covered after 15minutes of test period, and their relative percentage.

**Sheet 20** **Mapk3_C1_CA_All**. Tracking of locomotor activity (in centimeters) every hour over the duration of the test (32 hours). Statistical analysis was performed over the combined Dark and Light phase (from 7pm to 7pm). Back and front activity, as well as rearing, licks and pellet distribution are also recorded.

**Sheet 21** **Mapk3_C1_CA_Consumption.** Circadian consumption. Weight of pellets and water in grams consumed over 32 hours. The difference between pellet distribution and pellet lost is considered as pellet distribution. The weight of water bottles before and after the trial was also measured to quantify water consumption.

**Sheet 22** **Mapk3_C1_PPI_Avg.** Pre-Pulse Inhibition test – Average value. Averaged amplitude of the acoustic startle reflex (arbitrary unit) following 60 dB (Background Noise = BN), 70 dB pulse (P70), 75 dB (P75), 85 dB (P85), 90 dB (P90) and 110 dB (ST110) acoustic stimulus. PPI: Percentage of Pre-Pulse (PP) Inhibition calculated as PPX %=( PPX-ST110)/ST110.

**Sheet 23** **Mapk3_C1_PPI_Max.** Pre-Pulse Inhibition test – Max value. Maximum amplitude of the acoustic startle reflex (arbitrary unit) following 60 dB (Background Noise = BN), 70 dB pulse (P70), 75 dB (P75), 85 dB (P85), 90 dB (P90) and 110 dB (ST110) acoustic stimulus. PPI: Percentage of Pre-Pulse (PP) Inhibition calculated as PPX %=( PPX-ST110)/ST110.

**Table S12.** Raw behavioral data for *Mvp^+/-^*;*Mapk3^+/-^*.

Raw data sheets for the analysis of *Mvp::Mapk3* double-heterozygotes (n=12) versus WT (n=12) mice. See **Additional file 9: Supplementary methods** for more detailed description of test procedures.

**Sheet 1** **Legend**

**Sheet 2** **DblKO_BW**. Body weight longitudinal study. Weight were taken every week between 11 and 26 weeks old.

**Sheet 3** **DblKO_OF.** Open Field raw data. Measured parameters: Distance Traveled (cm), Number of Rearing’s, % Time Spent in the Center, Distance (cm) in Center, Latency (s) in Center and % Distance in Center. Data are calculated over five minutes periods along the test (max 30min).

**Sheet 4** **DblKO_EPM.** Elevated Plus Maze. Measured parameters: number of entries and time spent in closed or open arms, number of head dip, rearing and extension, and latency (s) before entering open arm.

**Sheet 5** **DblKO_FC_Cond.** Fear Conditioning – Conditioning session. Immobility duration measured over three consecutive periods of two minutes (Hab-1, Hab-2 and Post-US1). Electrical foot shock (US), preceded by light and tone stimuli is given right before Post-US1.

**Sheet 6** **DblKO_FC_Cont.** Fear Conditioning – Context session. Duration of immobility (s) of the mouse during three consecutive periods of two minutes. Percentage of freezing over the total time (360s) is calculated and indicated.

**Sheet 7** **DblKO_FC_Cue.** Fear Conditioning – Cue session. Immobility (s) of the mouse measured over four consecutive periods of two minutes (Pre-Cue1, Cue1, Pre-Cue2 and Cue2). Percentage of freezing during Cue1 and Cue2 is calculated on the duration of the session.

**Sheet 8** **DblKO_TST.** Tail Suspension Test. Immobility (s) of the mouse measured over three consecutive periods of two minutes (Block1, Block2 and Block3) after suspension by the tail. Latency (s) to immobility is also recorded.

**Sheet 9** **DblKO_FS.** Forced Swim test. Immobility (s) of the mouse measured over three consecutive periods of two minutes (Trial1, Trial2 and Trial3) after immersion in a becher of water. Latency (s) to immobility is also recorded.

**Sheet 10** **DblKO_PTZ.** PTZ-susceptibility test. Latency and duration of the clonic and tonic phases of status epilepticus after PTZ intraperitoneal injection.

**Sheet 11** **DblKO_GS.** Grip Strength. Grip strength values for four or two paws in kg and g. Each condition is repeated 4 times. The mean and the maximal value (highlighted in orange) are calculated and normalized over the mouse body weight.

**Sheet 12** **DblKO_Rotarod_Learning.** Rotarod test – Learning session. Time (in seconds) spent on the rotarod at increasing speed from 4 to 40 rotations per minute (rpm) over five minutes session, during four sessions on three consecutive days.

**Sheet 13** **DblKO_Rotarod_Test.** Rotarod test – Test session. Latency before falling off the rotarod at rotation speeds (4, 10, 16, 22, 28, 34 and 40 rpm). Maximum per trial is set to 120 seconds. Two trials were done and the mean of both was calculated and gathered in the bottom panel.

**Sheet 14** **DblKO_SP_Data.** Sucrose preference test – Test data. Weight of water and 0.8% sucrose bottles before and after each session. Consumption corresponds to the difference between the two weights. Sucrose preference was calculated as the percentage of sucrose consumption over the total consumption during habituation (Hab, 1h), and testing days (Test-Day1 and Test–Day2, 12 hours during dark cycle).

**Sheet 15** **DblKO_SP_Consumption.** Sucrose preference test – Consumption data. Beverage consumption (addition of sucrose and water consumption) for the three sessions.

**Sheet 16** **DblKO_YM.** Y-Maze test. Poss (Poss=number of total visited arm - 2) is used as an alias of locomotor activity, Real (Real: three consecutive different arms visited) and percentage of alternation (%Alt) as an alias for working memory. %Alt = Real/Poss*100. Same Arm Return (SAR) and Alternance Arm Return (AAR) were recorded and percentage calculated. Test was conducted on a single trial and data over either 6 or 8 minutes were transcribed separately.

**Sheet 17** **DblKO_NOR.** Novel-Object recognition test. Exploration time (s) of the different objects (ObjectA in 1st session, and ObjectFam and ObjectNew, in 2nd session). Discrimination ratio = (ObjectNew – ObjectFam)/ (ObjectNew+ObjectFam). Percentage of exploration of the new object over total object exploration %Tnew=ObjectNew/(ObjectNew+ObjectFam). 50% was considered as no recognition of the familiar object.

**Sheet 18-20** **DblKO_SR_Phase1/2/3.** Social Recognition – Phase 1/2/3. Total distance moved (cm) during each phase of SR test. Cumulative duration of the mouse localization in each of the three-chamber (Left, Center or Right) either Zone1 (the entire chamber), Zone2 (closer to the goal box).

**Sheet 21** **DblKO_SI.** Social interaction test. Recordings of the number and time spent to do different social behaviors: Agressivity, Pawing contact, Individual contact, following and sniffing over the ten minutes of the test.

**Sheet 22** **DblKO_Marbles.** Marbles burying test. Number of marbles that were ¾ covered, completely covered or not covered after 15minutes of test period, and their relative percentage.

**Sheet 23** **DblKO_CA_All.** Tracking of locomotor activity (in centimeters) every hour over the duration of the test (32 hours). Statistical analysis was performed over the combined Dark and Light phase (from 7pm to 7pm). Back and front activity, as well as rearing, licks and pellet distribution are also recorded.

**Sheet 24** **DblKO_CA_food consumption.** Circadian consumption. Weight of pellets and water in grams consumed over 32 hours. The difference between pellet distribution and pellet lost is considered as pellet distribution. The weight of water bottles before and after the trial was also measured to quantify water consumption.

**Sheet 25** **DblKO_PPI_Results Avg.** Pre-Pulse Inhibition test – Average value. Averaged amplitude of the acoustic startle reflex (arbitrary unit) following 60 dB (Background Noise = BN), 70 dB pulse (P70), 75 dB (P75), 85 dB (P85), 90 dB (P90) and 110 dB (ST110) acoustic stimulus. PPI: Percentage of Pre-Pulse (PP) Inhibition calculated as PPX %=( PPX-ST110)/ST110.

**Sheet 26** **DblKO_PPI_Results Max.** Pre-Pulse Inhibition test – Max value. Maximum amplitude of the acoustic startle reflex (arbitrary unit) following 60 dB (Background Noise = BN), 70 dB pulse (P70), 75 dB (P75), 85 dB (P85), 90 dB (P90) and 110 dB (ST110) acoustic stimulus. PPI: Percentage of Pre-Pulse (PP) Inhibition calculated as PPX %=( PPX-ST110)/ST110.

**References**

1. Mulkey, S. B. & du Plessis, A. J. Autonomic nervous system development and its impact on neuropsychiatric outcome. *Pediatr. Res.* **85**, 120–126 (2019).

2. Fillinger, C., Yalcin, I., Barrot, M. & Veinante, P. Afferents to anterior cingulate areas 24a and 24b and midcingulate areas 24a’ and 24b’ in the mouse. *Brain Struct. Funct.* **222**, 1509–1532 (2017).

3. Fillinger, C., Yalcin, I., Barrot, M. & Veinante, P. Efferents of anterior cingulate areas 24a and 24b and midcingulate areas 24a’ and 24b’ in the mouse. *Brain Struct. Funct.* **223**, 1747–1778 (2018).

4. Tsanov, M. Speed and Oscillations: Medial Septum Integration of Attention and Navigation. *Front. Syst. Neurosci.* **11**, 67 (2017).

5. Onodera, S. & Hicks, T. P. Projections from substantia nigra and zona incerta to the cat’s nucleus of Darkschewitsch. *J. Comp. Neurol.* **396**, 461–482 (1998).

6. Gordon-Fennell, A. G. *et al.* The Lateral Preoptic Area: A Novel Regulator of Reward Seeking and Neuronal Activity in the Ventral Tegmental Area. *Front. Neurosci.* **13**, 1433 (2019).

7. Balaban, C. D. Neurotransmitters in the vestibular system. *Handb. Clin. Neurol.* **137**, 41–55 (2016).

8. Jiang, Z., Rajamanickam, S. & Justice, N. J. CRF signaling between neurons in the paraventricular nucleus of the hypothalamus (PVN) coordinates stress responses. *Neurobiol. Stress* **11**, 100192 (2019).

9. Teissier, A., Soiza-Reilly, M. & Gaspar, P. Refining the Role of 5-HT in Postnatal Development of Brain Circuits. *Front. Cell. Neurosci.* **11**, 139 (2017).

10. Milczarek, M. M. & Vann, S. D. The retrosplenial cortex and long-term spatial memory: from the cell to the network. *Curr. Opin. Behav. Sci.* **32**, 50–56 (2020).

11. Sperlágh, B., Maglóczky, Z., Vizi, E. S. & Freund, T. F. The triangular septal nucleus as the major source of ATP release in the rat habenula: a combined neurochemical and morphological study. *Neuroscience* **86**, 1195–1207 (1998).

12. Yamaguchi, T., Danjo, T., Pastan, I., Hikida, T. & Nakanishi, S. Distinct roles of segregated transmission of the septo-habenular pathway in anxiety and fear. *Neuron* **78**, 537–544 (2013).

13. Jung, M. W., Wiener, S. I. & McNaughton, B. L. Comparison of spatial firing characteristics of units in dorsal and ventral hippocampus of the rat. *J. Neurosci. Off. J. Soc. Neurosci.* **14**, 7347–7356 (1994).

14. Salay, L. D., Ishiko, N. & Huberman, A. D. A midline thalamic circuit determines reactions to visual threat. *Nature* **557**, 183–189 (2018).

15. Zhou, M. *et al.* A central amygdala to zona incerta projection is required for acquisition and remote recall of conditioned fear memory. *Nat. Neurosci.* **21**, 1515–1519 (2018).

16. Wang, X., Chou, X.-L., Zhang, L. I. & Tao, H. W. Zona Incerta: An Integrative Node for Global Behavioral Modulation. *Trends Neurosci.* **43**, 82–87 (2020).

17. Paxinos, G. & Franklin. *The Mouse Brain in Stereotaxic Coordinates. 3rd ed.* (Academic Press, San Diego, 2007).

# Supplementary material for: Dissecting the autism-associated 16p11.2 locus identifies multiple drivers in neuroanatomical phenotypes and unveils a male-specific role for the major vault protein
**Source:** Genome Biol. 2023 Nov 15;24:261. doi: 10.1186/s13059-023-03092-8
**Supplement:** Supplementary file 9 — Additional file 9: Supplementary methods. In this additional file, we provide detailed information about: 1) study samples and mouse knockout constructions, 2) animal welfare, 3) genotyping and sexing of study samples, 4) brain histological screen, 5) follow-up histology studies of MVP/vault, 6) evaluation of MVP/vault transcript level, 7) immuno-histofluorescence, 8) Western Blot analysis, 9) immuno-cytofluorescence, 10) bulk RNA sequencing, 11) Golgi staining, 12) electrophysiology, 13) electronic microscopy, and 14) behavioral analysis.

ADDITIONAL FILE 9:

Supplementary methods

**Dissecting the autism-associated 16p11.2 locus identifies multiple drivers in neuroanatomical phenotypes and unveils a male-specific role for the major vault protein**

Perrine F. Kretz^1^, Christel Wagner^1^, Anna Mikhaleva^2^, Charlotte Montillot^3^, Sylvain Hugel^4^, Ilaria Morella^5^, Meghna Kannan^1^, Marie-Christine Fischer^1^, Maxence Milhau^3^, Ipek Yalcin^4^, Riccardo Brambilla^5,6^, Mohammed Selloum^1,7^, Yann Herault^1,7^, Alexandre Reymond^2^, Stephan C. Collins^1,8^ and Binnaz Yalcin^1,8,*^

Table of content

[1 Study samples and mouse knockout constructions 3](#_Toc63940598)

[1.1 Single-gene knockout 3](#_Toc63940599)

[1.2 Double knockout model 6](#_Toc63940600)

[1.3 Mouse model of the 16p11.2 locus 7](#_Toc63940601)

[2 Animal welfare 8](#_Toc63940602)

[3 Genotyping and sexing of study samples 8](#_Toc63940603)

[4 Brain histological screen 10](#_Toc63940604)

[4.1 Sample processing 10](#_Toc63940605)

[4.2 Histomorphometric analyses and quality control 12](#_Toc63940606)

[4.3 Statistics 13](#_Toc63940607)

[5 Follow-up histology studies of MVP/vault 14](#_Toc63940608)

[5.1 Embryonic stage 14](#_Toc63940609)

[5.2 Sagittal orientation 15](#_Toc63940610)

[5.3 Determination of layers in somatosensory and motor cortices 15](#_Toc63940611)

[5.4 Measurement of cellular features 16](#_Toc63940612)

[6 Evaluation of MVP/vault transcript level 17](#_Toc63940613)

[6.1 Tissue dissection 17](#_Toc63940614)

[6.2 RNA extraction 17](#_Toc63940615)

[6.3 Qualitative RT-PCR 18](#_Toc63940616)

[6.4 Quantitative RT-PCR (qRT-PCR) 19](#_Toc63940617)

[7 Immunohistofluorescence 20](#_Toc63940618)

[7.1 Sample processing 20](#_Toc63940619)

[7.2 MVP/Vault immunostaining 20](#_Toc63940620)

[7.3 Phospho-ERK immunohistofluorescence 21](#_Toc63940621)

[8 Western Blot Analysis 21](#_Toc63940622)

[9 Immunocytofluorescence 22](#_Toc63940623)

[9.1 Primary neuronal cultures 22](#_Toc63940624)

[9.2 Immunocytostaining 23](#_Toc63940625)

[9.3 Cell morphological assessment 24](#_Toc63940626)

[10 RNA sequencing 24](#_Toc63940627)

[11 Golgi staining 25](#_Toc63940628)

[12 Electrophysiology 26](#_Toc63940629)

[12.1 Preparation of acute slices 26](#_Toc63940630)

[12.2 Electrophysiological recordings 26](#_Toc63940631)

[13 Electronic microscopy 27](#_Toc63940632)

[14 Behavioral Analysis 27](#_Toc63940633)

[14.1 Behavioral pipeline 28](#_Toc63940634)

[14.2 Open field 29](#_Toc63940635)

[14.3 Elevated plus maze 30](#_Toc63940636)

[14.4 Fear conditioning 30](#_Toc63940637)

[14.5 Forced swim 31](#_Toc63940638)

[14.6 Tail suspension test 31](#_Toc63940639)

[14.7 Pentylenetetrazol seizure test 31](#_Toc63940640)

[14.8 Grip strength test 32](#_Toc63940641)

[14.9 Rotarod 32](#_Toc63940642)

[14.10 Sucrose preference 32](#_Toc63940643)

[14.11 Y maze 33](#_Toc63940644)

[14.12 Novel object recognition 33](#_Toc63940645)

[14.13 Social recognition 34](#_Toc63940646)

[14.14 Social behavior 34](#_Toc63940647)

[14.15 Marbles burying 34](#_Toc63940648)

[14.16 Circadian activity 35](#_Toc63940649)

[14.17 Acoustic startle response and pre-pulse inhibition (PPI) 35](#_Toc63940650)

[14.18 Statistics 36](#_Toc63940651)

[Supplementary References 38](#_Toc63940658)

## 1 Study samples and mouse knockout constructions

### 1.1 Single-gene knockout

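The mouse interval from *Sult1a1* to *Spn* spans 464959 bp of chromosome 7 in GRCm38, from 126672865 to 127137823, with 12 of its protein-coding genes on the plus strand and 18 on the minus strand. In the bulk RNA sequencing of the cingulate gyrus from male WT and Mvp KO mice (n = 4 each), 24 of the 29 genes other than *Mvp* had enough counts to be tested. Their mean expression in WT had a median of 28.9 CPM and ran from 0.544 CPM for *Prrt2* to 1440 CPM for *Aldoa*. Between Mvp KO and WT, the log2 fold changes of these genes lay between -0.28 (*Kif22*, standard error 0.230) and 0.19 (*Tbx6*, standard error 0.376). By edgeR's quasi-likelihood test, 0 of them passed an adjusted p of 0.05, 0 passed when adjusted over the list alone (lowest value 0.847) and 0 had an unadjusted p under 0.05. The 95% interval of the fold change lay within 1.5-fold for 18 of them. The 5 genes not tested were *Qprt* with 65 counts over all samples, *4930451I11Rik* with 60, *Spn* with 44, *Zg16* with 2 and *Pagr1a* with 0. *Pagr1a* and *Prrt2* cannot be judged from these counts: 98.7% of the exonic bases of *Pagr1a* and 92.4% of those of *Prrt2* are also annotated to another gene on the same strand, and the default mode of htseq-count counts no read on such bases. Part of *Doc2a* (39.4% of its exonic bases) lies opposite *Ino80e* on the other strand, which matters if the counting did not use strand.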

The mouse syntenic 16p11.2 region *Sult1a*-*Spn* encompasses 30 protein-coding genes on chromosome 7: *Sult1a* (new name *Sut1a1*), *Slx1b*, *Bola2*, *Coro1a*, *Mapk3*, *Gdpd3*, *Ypel3*, *Tbx6*, *Ppp4c*, *Aldoa*, *Fam57b*, *4930451I11Rik* (previous name *C16orf92*), *Doc2a*, *Ino80e*, *Hirip3*, *Taok2*, *Tmem219*, *Kctd13*, *Asphd1*, *Sez6l2*, *Cdipt*, *Mvp*, *Pagr1a* (previous name *2900092E17Rik*), *Prrt2*, *Maz*, *Kif22*, *Zg16*, *AI467606*, *Qprt* and *Spn*. A description of each gene is provided in **Additional file 2: Table S1** (columns A-G) including unique accession number based on the mouse genome browser Ensembl (<https://www.ensembl.org/Mus_musculus/>) assembly number GRCm38.p6, chromosome 7 strand, start and end position of the gene of interest, genomic length in base pairs and a description of the gene.

Among these 30 protein-coding genes, 20 (see columns H-L **Additional file 2: Table S1**) were incorporated in our analysis of neuroanatomical phenotyping explained in **Additional file 1: Fig. S1**. The mutant mice were acquired through collaboration with various sources. Two third came from five mouse production centers of the International Mouse Phenotyping Consortium (IMPC): i) Mouse Clinical Institute (ICS), Illkirch, France (*Slx1b*, *Gdpd3*, *Ppp4c*, *Fam57b*, *Taok2*, *Kctd13*, *Sez6l2*, *Maz*, *Zg16* and *Spn*) ii) Wellcome Sanger Institute (WSI), Cambridge, UK (*Prrt2*), iii) Mouse Biology Program (MBP), UC Davis, USA (*Hirip3*), iv) Italian National Research Council (CNR), Monterotondo, Italy (*Ino80e*), and v) Texas A&M Institute for Genomic Medicine (TIGM) USA (*Mvp*). One third came from researchers worldwide who previously studied these mutant mice outside of the field of brain development including *Bola2*^1^, *Coro1a*^2^, *Mapk3*^3^, *Tbx6*^4^, *Doc2a*^5^, *Kctd13*^6^ and *Qprt*^7^. Each mouse transfer was approved by a Mouse Transfer Agreement with the corresponding laboratories. For four lines (*Bola2*, *Coro1a*, *Prrt2* and *Qprt*), for which animal transfer was not possible, brain samples were obtained instead by collaborators instructed to use our own standard operating procedures.

Twenty-one mouse mutants were generated using a gene targeting approach (exception *Mvp* used gene trapping, see below) noted by the superscript “tm” for targeted mutation or “em” for endonuclease mediated mutation (see column I in **Additional file 2: Table S1**). The targeted approach comprised three strategies: i) the “Knockout-first allele” strategy^8^ producing tm1a (*Fam57b*, *Ino80e*, *Sez6l2* and *Prrt2*) and tm1b (*Taok2* and *Sez6l2*) alleles (**Additional file 9: Fig. S13A**), ii) the reporter-tagged deletion strategy producing tm1 (*Bola2*, *Mapk3*, *Tbx6*, *Doc2a* and *Hirip3*) and tm1.1 (*Coro1a*, *Kctd13* and *Qprt*) alleles (**Additional file 9: Fig. S13B**), and iii) the CRISPR/Cas9 strategy producing em1 (*Slx1b*, *Gdpd3*, *Ppp4c*, *Maz*, *Zg16* and *Spn*) and em2 (*Kctd13*) alleles, similar to a previous report^9^.

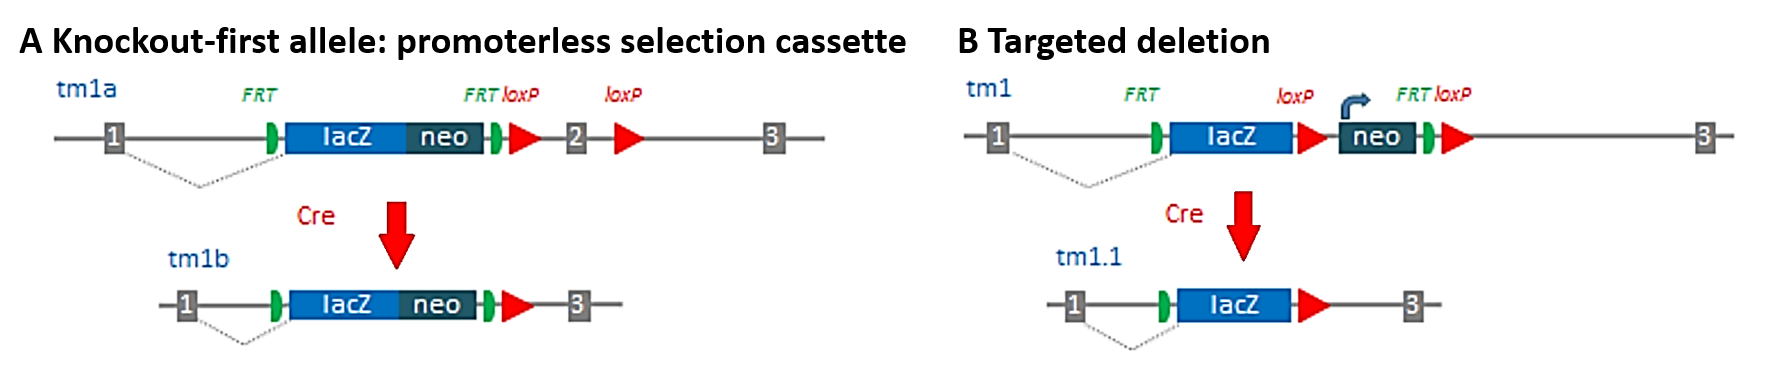

**Additional file 9: Fig S13.** Mutant allele design.

(**A**) ‘Knockout-first’ strategy. (**B**) Deletion allele with the promoter-driven targeting cassette. Green boxes represent FRT sites cleaved in the presence of Flipase (Flp). Red triangles represent loxP sites cleaved by Cre-recombinase (Cre). The insertion of the LacZ and neo cassette is expected to disrupt gene function. Adapted from IMPC.

The “Knockout-first allele” strategy relies on the identification of a critical exon (CE) common to all transcript variants, upstream of which a LacZ cassette was inserted to make a constitutive knockout named tm1a. Unlike the tm1a allele, tm1b creates a frame-shift mutation upon deletion of the selected exon after constitutive Cre-recombination. Alleles annotated tm1 were generated by homologous recombination targeted to the CE and replacing it by LacZ and promoter-driven Neo cassettes, flanked by FRT and loxP sites. Tm1 alleles can generate a tm1.1 derivative allele through Cre excision, which will remove the Neo cassette from the locus. Alleles that were generated by CRISPR/Cas9 also relied on a CE that was deleted using four gRNAs (two gRNAs 5’ and two gRNAs 3’ to the CE region). A single genotype-confirmed F1 mouse was produced to establish the colony used to generate mice for phenotyping. For *Kctd13* both tm1.1 and em2 strategies were used. Mvp mouse model was generated using a gene trapping strategy at the Texas A&M Institute for Genomic Medicine (TIGM). The clone number utilized was IST10954E2. The strategy relied on an insertion of a β-galactosidase/neomycin phosphotransferase (β-Geo) cassette within the first intron of the *Mvp* gene. 

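In the coding transcript of *Mvp*, Mvp-202, exon 1 spans 127014519 to 127014621 and exon 2 spans 127001809 to 127001958 on the minus strand of chromosome 7 (GRCm38), so that intron 1 runs from 127001959 to 127014518 and is 12560 bp long. The transcript has 15 exons and 2837 bases, of which exon 1 holds 103 (3.63%). The paper's text does not name the position of the cassette inside intron 1. A second annotated transcript, Mvp-203, is a retained intron of 1 exon from 127009729 to 127014550, which reaches from exon 1 into intron 1. Counted over the 3 annotated transcripts, 7281 exonic bases belong to *Mvp* alone, and 4893 of these (67.2%) lie upstream of exon 2. Exons 2 and 3 of Mvp-202 are also annotated as exons of *Pagr1b*, a gene on the same strand from 127001480 to 127016484 that had 0 counts in every WT and Mvp KO sample. These shared bases number 346.

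**Figure D3:**
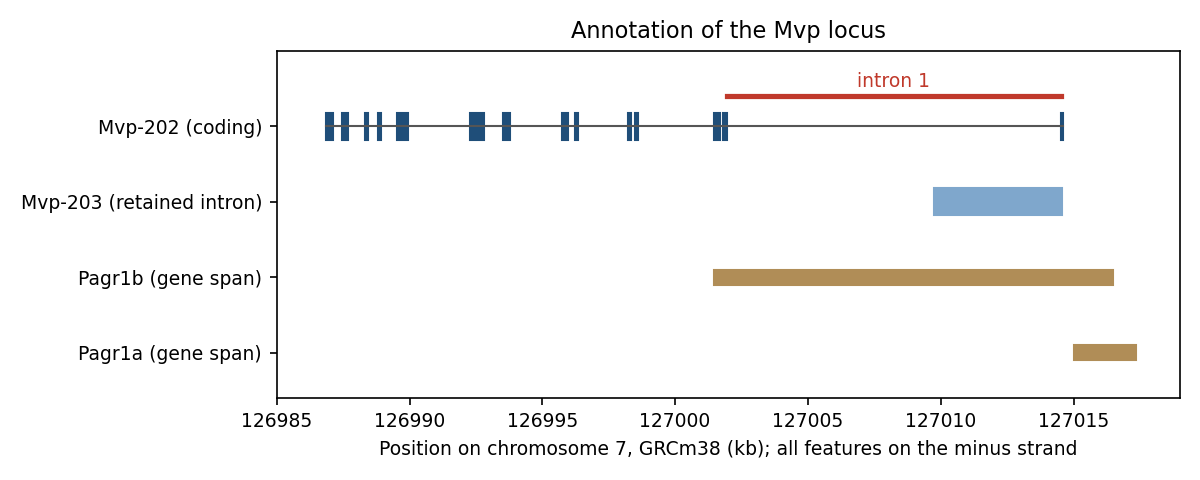
Annotation of the *Mvp* locus by position on chromosome 7 of GRCm38 in kb (x axis), with all features on the minus strand, so that transcription runs from right to left. Dark boxes are the 15 exons of Mvp-202, the red line is intron 1, the light box is Mvp-203, and the brown bars are the gene spans of *Pagr1b* and *Pagr1a*.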

The cassette was flanked by a splice acceptor and a polyadenylation site which triggers gene transcription premature arrest (**Additional file 1: Fig. S6A**). To ensure high comparability between mouse models, the mice used in this study came from the same genetic background strain C57BL/6 (see column J in **Additional file 2: Table S1**). We maintained most of the mice on a pure inbred C57BL/6N background (Taconic Biosciences) representing more than 80% of the lines tested in this study to minimize variation in phenotyping results due to strain differences. One gene (*Kctd13*) was tested on both C57BL/6N (B6N) and C57BL/6J (B6J) genetic background.

Among the 30 protein-coding genes of the mouse 16p11.2 syntenic region, ten were not available during the course of the study for various reasons (see column H in **Additional file 2: Table S1**). Two mutant lines (*Pagr1a* and *Kif22*) were at the stage of embryonic stem cell production therefore were not yet produced. Five (*Aldoa*, *4930451I11Rik*, *Tmem219*, *Cdipt* and *AI467606*) were cryopreserved at the Baylor College of Medicine (Texas USA) and one (*Ypel3*) at the Mouse Biology Program (MBP) UC Davis USA, but their rederivation was proven difficult. Two (*Sult1a* and *Asphd1*) were reassigned to a new partner of the IMPC: the Czech Centre for Phenogenomics (CCP) at the Institute of Molecular genetics of the Czech Academy of Sciences (IMG), Czech Republic, Europe.

### 1.2 Double knockout model

To study genetic interaction between *Mapk3* and *Mvp*, we generated a double-knockout line by crossing single-gene mutant models.

Because the two genes are on the same locus, the gametes resulting from meiosis of each can only segregate for one of the mutations, with 50% chance to segregate as a heterozygous or WT haplotype. Our breeding strategy gives rise to four groups, equally distributed with 25% chance to get each genotype in the F1 generation. For this study, we bred *Mapk3* mice with *Mvp* mice. The sex of the parent bearing each allele deletion was not taken into account. Considering the core strain of each of our mouse model, F1 generation from *Mvp* and *Mapk3* breeding was characterized by a mixed genetic background (50%B6Nx50%B6J).

Double-heterozygotes, WTs as well as the two intermediate heterozygotes for each single-gene knockouts were present in the offspring segregating according to Mendelian ratio. Four groups of mice were assessed when it was possible.

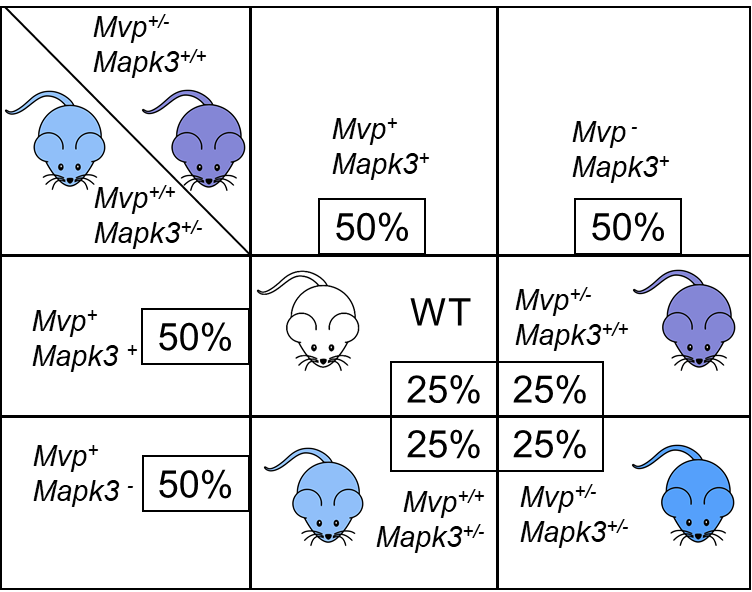

**Additional file 9: Fig S14.** Double knockout breeding strategy. Punnett square recapitulating the expected birth ratio for each genotype after the breeding of *Mvp* and *Mapk3* heterozygous mice. *Mvp^+/+^;Mapk3^+/+^, Mvp^+/-^;Mapk3^+/+^, Mvp^+/+^;Mapk3^+/-^* and *Mvp^+/-^;Mapk3^+/-^* are generated at equal ratio (25%).

### 1.3 Mouse model of the 16p11.2 locus

Del(7Sult1a1-Spn)6Yah mice deleted for the entire 16p11.2 locus (hereafter named as *Del/+*) were generated at the Mouse Clinical Institute, Illkirch, France (in the laboratory of Dr. Yann Hérault) and analyzed for NeuroAnatomical Phenotypes. The deletion encompassed the region from *Sult1a* to *Spn* and was previously described^10^. In this study, we decided to test the impact of the chromosomic rearrangement in the pure genetic background strain (C57BL6/N), to facilitate data integration with the single-gene knockout mice all processed on identical genetic background (C57BL/6).

## 2 Animal welfare

Seventeen of the 21 single-gene mouse lines were housed and maintained within our own animal facility at the Mouse Clinical Institute, Illkirch, France (see column L in **Additional file 2: Table S1**). A typical stocking density of 3-5 mice was used per cage in individually ventilated caging under a controlled 12-hours light/dark cycles. Animals were provided with chow food and water *ad libitum*. The ambient temperature was 21±2^o^C and the humidity was 55±10%. All animals were regularly monitored for health and welfare concerns and were additionally checked prior to and after procedures. In addition to bedding substrate, standard environmental enrichment of a couple of nestlets and a cardboard tunnel were provided. The care and use of mice in the study was carried out in accordance with the local ethics committee (Com’Eth) under the reference number 2016010717527861. The housing conditions described for single-gene models were the same than the ones for double-knockout models, as well as 16p11.2^Del/+^ mice.

## 3 Genotyping and sexing of study samples

Genotyping primers were designed for each of the seventeen mouse lines housed in our own animal facility (Mouse Clinical Institute, Illkirch, France). A list of sequences is provided in **Additional file 9: Table S13** along with respective annealing temperature and expected product size in both WT and KO conditions. Sexing was determined visually except for embryos and young postnatal age where we combined visual assessment with genetic testing using the SRY reactions.

**Additional file 9: Table S13.** Genotyping and sexing primers. List of the different primers used in this study to determine the genotype and sex of each mouse. Annealing temperature for PCR and expected product size are indicated.

Mice were genotyped according to the following instructions. Genomic DNA was extracted from mouse tail clip based on sample lysis by detergents and purified by precipitation using isopropanol. Polymerase chain reactions (PCR) were carried out with dNTPs (Roche), 10x PCR Buffer (Roche) and TaqPolymerase (Roche) in a MasterCycler (Eppendorf) under the following conditions: 95°C for 4minutes (1 cycle), 94°C for 30 seconds followed by another 30 seconds at primer-specific annealing temperature and 72°C for 1minute (34 cycles), 72°C for 7minutes (1 cycle) and then 4°C until use. PCR products were then loaded on 3% agarose gel with Ethidium Bromide (BET) (0.3μg/ml, Euromedex) and run for 25 minutes at 130V in an electrophoresis setup. The gel was then revealed using UV light.

The genotyping strategy to assess double-knockout lines consisted of a combination of the genotyping of corresponding single-gene models. DNA extracts were used with specific primers and genotyped separately. The combined genotypes were then merged in the same file to obtain final reading. The genotyping of the 16p11.2 mice was conducted as previously described^10^.

## 4 Brain histological screen

### 4.1 Sample processing

Brain samples were harvested from mice using a high-throughput approach, where each mouse was characterized by a series of standardized operating procedures^11^. The collection of brain samples was performed blind with experimenters not knowing the genotype of the mouse. Factors thought to affect the variables were standardized as far as possible. Where standardization was not possible, steps were taken to reduce potential bias. For example, as recommended in the ARRIVE guidelines^12^, we used a “minimized operator” defined as “The process by which steps are taken to minimize the potential differences in the effector by training and monitoring of operator”.

Brain samples from at least three mice per genotype and per gender were collected, which was estimated based on power calculation, limited throughput of both the necropsy collections and histological workflows and 3Rs in regards to animal use. Control brains were systematically collected within each of the mutant lines. Six cohorts representing a total of 458 mice were analyzed with the main difference being the number of genes targeted by the mutation. The first was for single-gene mutation, consisted of 347 mice made of 180 mutants and 167 matched WTs. The second dataset was for the analysis of homozygous *Kctd13* mice, composed of 14 individuals. The third dataset was for the analysis of *Mvp* homozygous mice, composed of 10 individuals. The fourth was for *Mvp* analysis at different time points, composed of 42 mice of 13 mutants and 29 matched WTs, The fifth was for *Mvp;Mapk3* double-gene mutations composed of 20 mice with 9 mutants and 11 matched WTs, and the sixth for deletion of the entire 16p11.2 interval on background C57BL/6N comprising 24 mice of 7 mutants and 17 matched WTs (we are not reporting the data on the C3B background).

For validation purposes, a set of mutants was studied multiple times through the production of independent cohorts or at different ages. Typically, adult mice aged 16 weeks old were studied (exception of *Ino80e* and *Ppp4c* aged 24-25 weeks old). *Kctd13^<tm1.1Nk>^* mice were studied at 8 and 16 weeks of age.

An overview of sample processing is shown in **Additional file 1: Fig. S1**. Standard operating procedures are described in more details elsewhere^11^. Animals were euthanized in a CO_2_ chamber, and brains were carefully collected and fixed in 10% neutral buffered formalin. The samples were transferred to 70% ethanol 48 hours after drop fixation. The cerebellar part was discarded and the remaining brain was trimmed at coronal plane around Bregma -0.10mm to produce two blocks and then embedded in paraffin using an automated embedding machine (Sakura Tissue-Tek VIP). Brains were cut at a thickness of 5μm on a sliding microtome (HM 450 Microm France) on symmetrical and stereotaxic planes such that we obtained sections matching well defined planes at Bregma +0.98 mm and Bregma -1.34 mm. Our precision was estimated to be no more than 30μm, anterior or posterior, to the histological section of interest. The sections were doubled-stained with 0.1% Luxol Fast Blue (Solvent Blue 38; Sigma-Aldrich) and 0.1% Cresyl violet acetate (Sigma-Aldrich), in order to label myelin and neurons, respectively. After mounting on slides, the sections were scanned at cell-level resolution using the Nanozoomer whole-slide scanner 2.0HT C9600 series (Hamamatsu Photonics, Shizuoka, Japan).

How the deposited data were processed for this re-analysis (not part of the article)

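The RNA sequencing data are gene counts of the cingulate gyrus from 4 WT and 4 Mvp KO male mice, with conditions and replicate numbers taken from the sample labels and sex and genotype from the paper and the description of the study. The authors made the counts from single-end reads with cutadapt 1.10, bowtie 2.2.8, STAR 2.5.3a in its 2-pass mode on mm10, and htseq-count 0.6.1p1 with Ensembl release 91, and deposited 1 table of raw counts. Samples with an RNA integrity number under 8 were not used by the authors. No gene identifier occurs more than once in the table, 0 of its entries name no gene, and all of its columns of counts were used. Symbols and coordinates came from the GENCODE vM21 annotation of GRCm38, which is another release than the authors used and which holds 53274 of the 53379 identifiers. The reads themselves were not analysed here.

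Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filterByExpr function was run with its defaults (minimum count 10, minimum total count 15). Library sizes were scaled by the TMM method, dispersions were estimated with estimateDisp, and a quasi-likelihood model with robust dispersions was fitted with genotype as its single term. Adjusted p values follow Benjamini and Hochberg over all genes tested, with a threshold of 0.05. The standard error of a log2 fold change is its absolute value over the square root of the F statistic, and the 95% interval uses the t quantile of the model's degrees of freedom. Single values were compared with exact permutation tests over the 70 arrangements of the 8 samples. For the count of calls, all 35 splits of the 8 samples into groups of 4 were fitted.

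The genes named in the text were chosen by a fixed rule: *Mvp*, each gene past the threshold, the 5 other genes with the smallest p, the genes of the 16p11.2-syntenic interval, *Mapk3*, *Src* and *Aurka*, and the members of the gene lists. Some items that fall under this rule are not reported here. Genes named outside this rule (*Gm42742*, *Pagr1b*, *Zswim6* and the later response genes of neuronal activity) were chosen after values had been seen. For the later response genes, these were the principal components and not the values of the genes themselves. The lists held the other genes of the interval, genes within 5 Mb of *Mvp*, vault components, immediate early genes, ERK target genes, excitatory postsynaptic genes, and markers of cortical neurons, deep-layer neurons, upper-layer neurons, oligodendrocytes, astrocytes, microglia, endothelial cells, striatal neurons, choroid plexus and red blood cells. Lists with at least 3 tested genes were tested with limma 3.58.1's camera (inter-gene correlation 0.01, on log2 CPM with a prior count of 2) and, as an alternative, with fry. Sex-linked genes were read to check the samples: *Xist* had between 0 and 6 counts and *Ddx3y* between 2783 and 4427 counts per sample, as in male tissue. No pair of samples of the same genotype held counts so close that they could be the same library, with a chi-square per gene between 7.68 and 107.

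The alternatives were DESeq2's size factors in the edgeR fit, the Wald test of DESeq2 1.42.0 (the paper used 1.16.1), limma voom with sample quality weights, no filter, a filter of at least 10 counts in every sample, non-robust dispersions, the replicate number as a block, 1 surrogate variable from sva 3.50.0, a threshold of 0.1, and leaving out each sample in turn. An oligodendrocyte score as a covariate was added later. The edgeR, DESeq2 and limma voom fits, and the edgeR fits with DESeq2's size factors, non-robust dispersions, the replicate block or a surrogate variable, were tested on simulated counts with 200 changed genes. The other filters, the oligodendrocyte score and the fits that left out a sample were not simulated. Over all changed genes, edgeR's test recovered 60% of them, with the true fold change inside its 95% interval for 95.0% of 16747 genes, and DESeq2's Wald test recovered 73%, with 25% of its calls false. In simulated lists of 20 genes, camera and fry found a list raised 1.3-fold and did not find an unchanged list. Counts in these simulations were drawn independently for each gene. The simulated lists therefore cannot show how often camera passes a list whose genes vary together. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

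Depth was between 28456504 and 42854368 counts per sample, so counting error is small for all but genes with few counts, and the spread between samples sets the precision of the others. A gene with 0 counts in a sample can still be expressed at a level of up to 3 counts in that sample's total.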

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

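Of the tests in this part, those on sequencing depth, genotype and sex labels, striatal tissue and early genes of neuronal activity in WT replicate 4, and the comparison of *Mvp* between single KO samples, were chosen only after the result was seen.

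In 56 groups of 4 samples, the gap between the most extreme sample and its neighbour was compared with the range of the group. In 6 groups the ratio was above Dixon's 95% critical value, where chance gives 2.8. WT replicate 2 had the highest total, with 42854368 counts (ratio 0.857). Normalization scales this sample like the others, and the totals of the genotypes overlapped (exact permutation test, p = 0.686, n = 4 per genotype). For *Stab2*, Mvp KO replicate 1 stood apart with 0.474 CPM against 0.416 to 0.421 CPM in the other KO samples (ratio 0.913). The gene has 86 counts over all samples, and these values differ by little. For *Fcrls*, WT replicate 3 was lowest at 24.0 CPM, against 27.8 to 28.2 CPM in the other WT samples (ratio 0.918). No explanation was tested for these last 2 values.

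*Mvp* in Mvp KO replicate 3 was at 2.13 CPM, above 1.44 to 1.51 CPM in the other KO samples (ratio 0.903). A WT label is argued against, since the lowest WT sample was at 5.49 CPM. The highest KO value was 1.48 times the lowest, and 43 or more reads were counted in each KO sample, so this sample alone does not account for the *Mvp* counts left in the others. A small share of WT RNA may still have raised it above them; the cause of its excess was not tested, and no biological explanation was tested.

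WT replicate 4 lay at 71.5 on the first principal component of log2 CPM, which holds 46.0% of the variance, while the other 7 samples lay between -20.4 and -2.78 (ratio 0.980 within WT; the principal components joined the 56 groups after this had been seen). In this sample 1548 of the genes tested were at least 2-fold from the median of the other samples, against 87 to 435 genes in each of the others. It also had the lowest mean log2 CPM over the genes within 5 Mb of *Mvp*, 3.37 against 3.46 to 3.48 in the other WT samples (ratio 0.868), and a TMM factor of 0.907. Several technical explanations are argued against by its values. Its total of 34760784 counts is inside the range of the other samples. *Mvp* at 5.49 CPM is above each KO sample, and its Y-linked genes are those of a male. Its deviations had a Spearman correlation across genes of 0.0560 with GC content, and 5 of the other samples had one at least as large in size; with gene length it was 0.0336. Striatal tissue would raise the striatal genes together, but 5 of the 10 were highest in this sample, while *Tac1* was at 14.2 CPM against 14.9 to 18.0 CPM in the others and *Penk* at 28.2 CPM was inside their range of 24.6 to 44.1 CPM. All 10 striatal genes are also counted in the other samples.

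A candidate explanation is neuronal activity in this animal before the tissue was taken. Of 10 immediate early genes, 9 were highest in WT replicate 4, as were 8 of 10 later response genes and 6 of 11 ERK target genes. The median difference of each of these lists from the other samples was above all of 10000 random lists matched on mean expression. Among them, *Bdnf* was at 599 CPM against 43.4 to 86.9 CPM in the other samples, *Inhba* at 321 CPM against 16.0 to 34.9 CPM, *Ptgs2* at 602 CPM against 39.2 to 68.1 CPM and *Npas4* at 465 CPM against 23.0 to 115 CPM. The later response genes were listed after the principal components had been seen and before their own values were. Neither the labels nor the paper's text gives a treatment or event that sets this animal apart, so the activity remains a hypothesis, and genotype alone does not account for it, since the other 3 WT samples lie with the KO samples.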

How the results depend on the processing

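The fit with an oligodendrocyte score as a covariate was chosen after seeing the data; all other alternatives in this part, the tests they vary and the gene lists they cover were set before the data were examined.

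Over 30 results, the alternatives gave 420 values. Of these, 351 kept their direction and side of the threshold or moved little, 21 counts or values without a test moved, 20 became weaker, 7 stronger and 21 reversed. Where a result changed, the cause was not tested unless stated.

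The count of differentially expressed genes was 2 with DESeq2's Wald test, which added 1 gene apart from *Mvp* (*Bc1*), and 1 in the fits with DESeq2's size factors, limma voom, no filter, at least 10 counts in every sample, non-robust dispersions, 1 surrogate variable and a threshold of 0.1. It was 0 with the oligodendrocyte score, and from 0 to 1 across the 8 fits that each left out a sample. Apart from *Mvp*, the count was 0 in all alternatives but DESeq2's Wald test. Genes apart from *Mvp* at an unadjusted p under 0.05 numbered 554 with limma voom and 557 with no filter, where 30813 genes were tested, and from 192 to 470 across the 8 fits; without WT replicate 1 there were 470 and without WT replicate 3 there were 458.

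*Mvp* stayed lower in each of the 16 alternatives that give it a log2 fold change. In the fit with the oligodendrocyte score, where its fold change was not recorded, it did not pass. Its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment passed 0.05 in 2 of the 8 fits that each left out a sample (without WT replicate 4 and without Mvp KO replicate 3), with log2 fold changes from -2.22 to -1.99 and adjusted p from 0.00446 to 0.147; these fits have fewer samples. Over the other 8 settings its log2 fold change lay between -2.14 and -2.05, and 7 passed. Among these, the replicate block was the one in which it did not pass (log2 fold change -2.07, adjusted p 0.0850), which left 0 differentially expressed genes and 327 at an unadjusted p under 0.05. The labels give only a replicate number, and what samples with the same number share is not named. The correlations of the deviations of samples with the same replicate number were 0.0548, 0.287, -0.00671 and 0.0507. Those of WT and Mvp KO samples with different numbers ran from -0.326 to 0.206. These values do not exclude a pairing. The block changed no other call, and camera still passed 3 lists with it.

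The number of gene lists past the threshold, 3 by camera, was 0 by fry and from 1 to 9 across the 8 fits, with 9 without WT replicate 4. Signs reversed for small changes. With limma voom, the log2 fold change was 0.027 for *Src*. Across the 8 fits it ran from -0.24 to 0.029 for *Mapk3* and from -0.16 to 0.019 for *Src*. The mean of the genes near *Mvp* was 0.011 with at least 10 counts in every sample and ran from -0.019 to 0.0081 across the 8 fits. Means ran from -0.18 to 0.55 for immediate early genes, -0.086 to 0.14 for striatal genes, -0.28 to 0.33 for red blood cell genes, -0.26 to 0.061 for ERK targets and -0.11 to 0.018 for cortical neuron genes. The highest for immediate early, striatal and ERK target genes and the lowest for red blood cell genes came without WT replicate 4. Among the lists and the single genes other than *Mvp*, 13 values became weaker and 7 stronger. Low counts limit *Stab2*, *Cpa6* and *Rab26os*.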

Differences from the paper's values

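No number that the paper gives for a measure analysed here was found in its text, so its statements are set beside the values. The paper states a complete loss of *Mvp* in the cingulate gyrus. The paper also assessed the knockout at the transcript and protein levels by other assays, the protein by Western blot of liver. In the deposited counts, *Mvp* fell to 23.9% of its WT level, with 43 to 81 counts in each Mvp KO sample, and the share was not 0 in any of them. Counts per gene cannot tell intact *Mvp* transcripts from transcripts cut short by the gene trap, so they do not contradict a loss of function. Across the alternatives set before the data were examined, the log2 fold change of *Mvp* stayed between -2.22 and -1.99.

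The paper states that no differentially expressed genes were found. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes apart from *Mvp* passed, and 263 had an unadjusted p under 0.05. With the Wald test of DESeq2 1.42.0, a later version of the paper's tool, *Bc1* passed as well, at an adjusted p of 0.00603. The other alternatives set before the data were examined left 0 genes apart from *Mvp*.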

Other observations

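The tests on the per-sample means of the oligodendrocyte, microglia and deep-layer lists, on the *Mvp* counts left in the KO samples and on WT replicate 4 as a source of spread, and the DESeq2 fits that each left out a sample, were chosen only after the result was seen.

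Over the 35 splits of the 8 samples into 4 and 4, 3 gave 1 or more genes past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the real split included, so the count of 1 does not stand out by itself. In the other two the gene called was not *Mvp*. Apart from *Mvp*, the real count was 0, which no split can fall below, so this comparison cannot decide about chance. The highest count over the splits was 1. At an unadjusted p under 0.05, the real split gave 263 genes apart from *Mvp*; over all 35 splits the number ran from 229 to 2289, with a median of 508.

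The 263 genes are 31.1% of the number that chance gives over independent tests. Variation shared by many genes within a genotype may lower such a count in one split and raise it in another. The ratio to the chance number ran from 0.271 to 2.71 over the 35 splits. Independent genes would give similar ratios in all splits, so many genes vary together across these samples. The highest ratio is below the 3 set beforehand as the mark of this explanation and beyond the 1.5 set as the mark against it. Whether shared variation lowered the count of the real split therefore stays open. Oligodendrocyte content as the whole reason is argued against, since with the oligodendrocyte score as a covariate the count did not rise towards the chance number but was 201. The spread that WT replicate 4 adds is argued against in the same way, with 229 genes in the fit without it. A difference in library size between the genotypes was not found either (exact permutation test, p = 0.686, n = 4 per genotype).

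Of 15 gene lists, camera passed 3 at an adjusted p under 0.05. Oligodendrocyte genes were higher in Mvp KO (mean log2 fold change 0.53, 10 of 10 genes higher, adjusted p 0.00409), microglia genes lower (-0.10, 8 of 8 lower, adjusted p 0.0169) and deep-layer genes higher (0.20, 6 of 7 higher, adjusted p 0.0206). None of the 3 calls holds under fry, whose lowest adjusted p over the lists was 0.760. In the 35 splits, 18 gave 3 or more lists by camera, with a median of 3 and a highest of 7. The per-sample means of the lists overlapped between the genotypes, with exact permutation p values of 0.371 for the oligodendrocyte, 0.143 for the microglia and 0.286 for the deep-layer genes (n = 4 per genotype; 0.876 for each after Benjamini-Hochberg adjustment over 16 lists). Without Mvp KO replicate 1 the mean of the oligodendrocyte genes was 0.20 and no longer passed, and without WT replicate 2 that of the deep-layer genes was 0.05. Other omissions went the other way. Without Mvp KO replicate 4 the oligodendrocyte mean was 0.85 (camera adjusted p 1.32e-07), and without WT replicate 3 the deep-layer mean was 0.28 (camera adjusted p 0.00327). Both means thus depended on which sample was left out. Variation between samples in white matter content or dissection may therefore be enough to give these calls; a difference in cell composition between the genotypes cannot be told apart from it with 4 samples each. The tested members of these 3 lists were counted in every WT and Mvp KO sample.

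The other 12 lists had camera adjusted p values between 0.147 and 0.990. Their mean log2 fold changes were -0.05 for the genes of the 16p11.2-syntenic interval, -0.08 for astrocytes, -0.08 for upper-layer neurons, -0.09 for endothelial cells, -0.07 for excitatory postsynaptic genes, -0.05 for cortical neurons, -0.12 for ERK targets, 0.13 for immediate early genes, 0.02 for striatal neurons, 0.12 for red blood cells and 0.26 for choroid plexus. The 153 tested genes within 5 Mb of *Mvp* had a mean of -0.0008. Leaving out single samples moved these means. Choroid plexus ran from 0.047 to 0.46 and upper-layer neurons from -0.12 to -0.013. Endothelial cells ran from -0.15 to -0.014 and astrocytes from -0.12 to -0.010. The vault list has 2 tested genes and was not tested as a list. Without WT replicate 4, the immediate early genes had a mean of 0.55 and 9 lists passed: the 3 above, immediate early genes, the 16p11.2-syntenic interval (-0.10), astrocytes, endothelial cells, striatal neurons and red blood cells (-0.28). That sample thus changes which lists pass. Without Mvp KO replicate 4, the excitatory postsynaptic genes had a mean of -0.14 and passed by camera (adjusted p 0.00840; over the alternatives it ran up to 0.917, by fry).

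The paper examined the neighbours of *Mvp* with another assay. If a chromosome segment of another strain had been carried along with the *Mvp* allele, genes near it would be enriched at low p. Of the 153 genes tested within 5 Mb of *Mvp*, 3 had an unadjusted p under 0.05 against 2.38 expected (permutation test with 10000 random sets, p = 0.426), which argues against such a segment as the source of the low p values.

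*Bc1* passed only with DESeq2's Wald test. Its adjusted p was 0.0562 with limma voom and 0.533 with 1 surrogate variable. It lies on chromosome 7 from 144914470 to 144914637, 17899849 bp from *Mvp*, and has 168 exonic bases. DESeq2 called 1 or more genes apart from *Mvp* in 16 of the 35 splits, with a highest count of 323, so a call of this kind may arise from the grouping alone; *Bc1* itself was called in 1 of the 35, the real one. In simulated data 25% of DESeq2's calls were false. With each sample left out in turn, *Bc1* passed in 2 of 8 DESeq2 fits (adjusted p from 6.20e-05 to 0.653, log2 fold change from -0.47 to -0.39), and *Zswim6* passed without WT replicate 3. Of the 215 tested genes between *Mvp* and *Bc1*, 5 had an unadjusted p under 0.05 against 3.33 expected (permutation test, p = 0.238). A segment of another strain that changes few genes cannot be told apart from none by this test. The paper states that its mouse models shared a background strain, which makes such a segment less likely but does not by itself exclude it. The other 80 tested genes with at most 300 exonic bases had a median log2 fold change of 0.04, at percentile 57.6 of matched random lists, and 37 were lower. Since these genes go both ways, libraries that differ in short RNA remain open as an explanation. An effect of the genotype on *Bc1* was not tested beyond this comparison.

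The *Mvp* counts left in the KO samples were similar in all 4, as given above, so WT RNA in 1 sample is argued against as their source. A candidate explanation is transcription upstream of the gene trap. Of the exonic bases that belong to *Mvp* alone, 67.2% lie upstream of exon 2, many of them in the retained intron of Mvp-203. The position of the cassette in intron 1 is not named, so some of these bases can lie downstream of it. In the coding transcript, exon 1 holds 3.63% of the bases. Since the table holds no counts per exon, transcription upstream of the trap cannot be told apart from transcripts that pass the cassette. WT RNA shared by all KO libraries was not tested.

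*Pagr1a* had 0 counts and *Prrt2* 148 counts over all samples, which is low for genes of this interval. Both are covered by *Gm42742*, annotated on the same strand from 127015051 to 127021097, which had 418 counts. If reads on shared bases were left uncounted, other genes of this kind would also be at 0. Of 179 protein-coding genes with at least 90% of their exonic bases shared with another gene on the same strand, 149 (83.2%) had 0 counts in every sample, against 3755 of 21064 genes (17.8%) with less than 10% shared (Fisher's exact test, p = 7.41e-80, across genes, which are not independent replicates). This is consistent with uncounted shared reads as the reason. It is a limit of the count table and says nothing about the expression of *Pagr1a* or *Prrt2*.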
